# Transcriptome Analysis Revealed the Embryo-Induced Gene Expression Patterns in the Endometrium from Meishan and Yorkshire Pigs

**DOI:** 10.3390/ijms160922692

**Published:** 2015-09-18

**Authors:** Jiangnan Huang, Ruize Liu, Lijie Su, Qian Xiao, Mei Yu

**Keywords:** gene expression pattern, pig, endometrium, Meishan and Yorkshire pigs, microarray

## Abstract

The expression patterns in Meishan- and Yorkshire-derived endometrium during early (gestational day 15) and mid-gestation (gestational days 26 and 50) were investigated, respectively. Totally, 689 and 1649 annotated genes were identified to be differentially expressed in Meishan and Yorkshire endometrium during the three gestational stages, respectively. Hierarchical clustering analysis identified that, of the annotated differentially expressed genes (DEGs), 73 DEGs were unique to Meishan endometrium, 536 DEGs were unique to Yorkshire endometrium, and 228 DEGs were common in Meishan and Yorkshire endometriums. Subsequently, DEGs in each of the three types of expression patterns were grouped into four distinct categories according to the similarities in their temporal expression patterns. The expression patterns identified from the microarray analysis were validated by quantitative RT-PCR. The functional enrichment analysis revealed that the common DEGs were enriched in pathways of steroid metabolic process and regulation of retinoic acid receptor signaling. These unique DEGs in Meishan endometrium were involved in cell cycle and adherens junction. The DEGs unique to Yorkshire endometrium were associated with regulation of Rho protein signal transduction, maternal placenta development and cell proliferation. This study revealed the different gene expression patterns or pathways related to the endometrium remodeling in Meishan and Yorkshire pigs, respectively. These unique DEGs in either Meishan or Yorkshire endometriums may contribute to the divergence of the endometrium environment in the two pig breeds.

## 1. Introduction

A major limitation for increasing the litter size in pigs is the prenatal mortality that mainly occurs during the time of attachment (around gestational day (GD) 12–25) and mid-gestation (day 50–70 of gestation) [1,2]. The multiparous Chinese Meishan pigs had a 20%–34% greater prenatal survival than the less prolific Yorkshire pigs [3,4,5,6]. It is generally accepted that a greater number of embryo survival in prolific Meishan pigs is due, in part, to more gradual changes in the uterine milieu and greater uterine capacity [7,8,9,10,11].

The pig is a species with a non-invasive placenta and the uterine luminal epithelium (LE) is intact throughout pregnancy [12,13]. The embryo implantation process is accompanied with transition in uterine luminal epithelial cell polarity from a high to less polar state and secretion of glandular epithelium (GE) [14,15,16]. At the time of implantation, the conceptuses produce estrogen, which acts as a signal for maternal recognition of pregnancy in pigs [17]. Porcine conceptuses secrete increased levels of estrogens on Days 11 and 12 and between Days 15 and 25 of pregnancy [18]. The estrogen, type I interferons (IFNG) and type II interferons (IFND) from the conceptuses together with the progesterone (P4) can temporally and spatially regulate the endometrial gene expression to determine the functional and structural changes in uterine cells [19,20,21]. After GD30, embryo loss are thought to result from the intrauterine crowding in swine caused by the limitations in uterine capacity [22]. Chinese Meishan pigs exhibit physiological strategy by markedly increasing in number of the uterine glands or vascular density and permeability to overcome potential limits in uterine capacity [4,11]. The functional difference between Meishan and Yorkshire uteri is due to the differences in endometrial structural modifications [23,24]. Thus, gaining an understanding of the molecular mechanisms underlying the role of the uterine endometrium remodeling during pregnancy would be an important step towards investigating the molecular basis of the sow prolificacy.

Some studies which were conducted on the investigation of the gene expression profiles in the porcine endometrium during the early gestation phase were published [12,25,26,27,28,29,30,31,32,33,34]. However, investigation of the genes with different expression patterns in endometrium of pigs with prolificacy (Meishan pigs) and less prolificacy (Yorkshire pigs) is an important step towards understanding the mechanism of the uterine function in embryo development and survival. The aim of this study was to identify the differentially expressed genes in endometrium between GD15 and GD26 and between GD26 and GD50 in Meishan and Yorkshire pigs, respectively. We found the common differentially expressed genes (DEGs) in Meishan and Yorkshire gilts related to the signaling networks and pathways which could be essential for endometrial remodeling in response to pregnancy during the early and mid-gestation. Moreover, the identified DEGs unique to Meishan and Yorkshire gilts, respectively, will be useful to investigate the different mechanisms involved in supporting the embryo implantation and growth.

## 2. Results

### 2.1. Detection of the Differentially Expressed Genes

In pigs, prenatal mortality occurs in several stages of gestation and mainly results from the early embryo mortality and the uterine capacity limits [35]. In order to identify genes expressed in endometrium that may affect the porcine embryo implantation and placentation, the gene expression profiles on GD15, GD26 and GD50 in endometriums of Meishan and Yorkshire gilts were examined, respectively. GD15 and GD26 represent the middle and end of the peri-implantation period (approximately Days 12–25 of pregnancy), respectively. On GD50, the attachment between the pig conceptus trophoblasts and the endometrial epithelial cells is finished and the pig placenta is in a steady-state stage of development [36]. We performed two comparisons (GD26 *vs.* GD15 and GD50 *vs.* GD26) within each breed, respectively. 

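The arrays measured 18 samples, 3 for each of the 6 groups formed by 2 breeds and 3 gestational days. Each sample pooled the RNA of 1 attachment site from each of the same 2 gilts, so every p-value given in these passages measures only the spread between site pools and not between animals. The deposited values are log2 GCRMA intensities per probe set, from 2.18 to 16.05. Of these probe sets, 9320, with control probe sets left out, had an intensity above 100 in at least 6 arrays. limma was fitted within each breed, and its adjusted p is used throughout. A probe set is said to have risen or fallen where the Benjamini-Hochberg adjusted p was under 0.05, and is a DEG where the Bonferroni adjusted p was also at most 0.05 with a fold change of at least 2. A breed difference is the Yorkshire change minus the Meishan change, in log2 units, tested in 1 limma fit over the 6 groups, and is a fitted value and no bound where a group lies under an intensity of 100. Where all arrays of the dimmer group lay under an intensity of 100, a change is given as at least a fold, with 100 in place of that group.

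The hybridization controls, bacterial transcripts added to each sample at a fixed amount, were brighter on the Yorkshire arrays of GD26 and GD50 (12.88 ± 0.65 log2, mean and SD, n = 6) than on the rest (10.83 ± 0.44, n = 12). The pig probe sets past the filter were dimmer on the same 6 arrays, with array medians of 7.78 to 8.13 against 8.31 to 8.40. Between 7131 and 8036 probe sets exceeded an intensity of 100 there, and 8373 to 8743 on the others. From GD15 to GD26 in Yorkshire, the median change of all probe sets past the filter was −0.47 log2 as deposited, −0.09 after median centring, −0.20 after quantile normalization and −0.03 after cyclic loess. Correlations across probe sets between arrays of 1 group ran from 0.948 to 0.991.

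**Figure D1:**
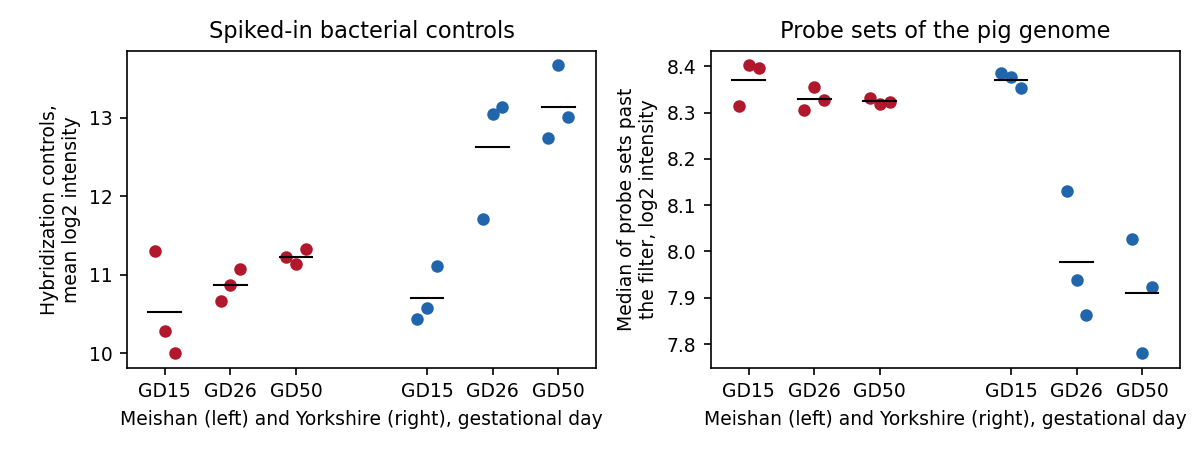
Left, mean log2 intensity of the hybridization controls on each array; right, median log2 intensity of the probe sets past the filter on each array, with dots for the 18 arrays by group and black bars for the group means (n = 3). The 6 Yorkshire arrays of GD26 and GD50 are the highest on the left and the lowest on the right.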

Taking a FC ≥ 2 and the adjusted *p*-value ≤ 0.05 significance level as the criteria, totally, 689 and 1649 annotated genes (DEGs) showed differential expression in endometrium of Meishan and Yorkshire breeds at the three gestational stages, respectively (Table S1 and Table S2). 

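In both breeds, the largest rises from GD15 to GD26 included genes expressed in the placenta. PLET1, named for its expression in the placenta, rose at least 273-fold (adjusted p = 2.52e-07) in Meishan and at least 306-fold (adjusted p = 6.07e-09) in Yorkshire, with 3 arrays per group here and below. DPPA5, a marker of pluripotent cells, rose at least 193-fold (adjusted p = 2.03e-06) and at least 248-fold (adjusted p = 2.68e-09). PAG6, a pregnancy-associated glycoprotein of the trophoblast, rose at least 84.2-fold (adjusted p = 2.88e-05) and at least 204-fold (adjusted p = 4.86e-07) on its brightest probe set. PPAG3, of the same family, rose at least 20.7-fold (adjusted p = 6.41e-07) in Meishan and at least 22.7-fold (adjusted p = 2.37e-06) in Yorkshire. None of these 4 rises differed between the breeds, with breed differences of 0.13 ± 0.20, 0.37 ± 0.31, 1.28 ± 0.55 and 0.02 ± 0.29 (fitted value ± standard error; adjusted p of 0.368 or more for PLET1, DPPA5 and PPAG3, and of 0.0873 for PAG6). Of the 13 measured genes of a trophoblast and placenta list, 8 rose and 0 fell in Meishan (9 and 1 adjusted over the list alone). In Yorkshire, 9 rose and 0 fell. The list result was up in Meishan (median log2 fold change 0.82, or 0.76 with intensities under 100 set to 100, camera adjusted p = 2.95e-04, adjusted p = 0.268 with an estimated correlation). Yorkshire showed the same direction (median log2 fold change 2.24, or 1.46 with intensities under 100 set to 100, camera adjusted p = 2.29e-07, adjusted p = 0.0235 with an estimated correlation). By GD50, ETNPPL, a phospholyase of ethanolamine phosphate, rose at least 85.0-fold (adjusted p = 1.22e-09) and at least 71.0-fold (adjusted p = 8.35e-07). The plasma protein haptoglobin, HP, rose at least 80.6-fold (adjusted p = 5.61e-04) and at least 161-fold (adjusted p = 8.35e-07). Across both comparisons, 236 probe sets were DEGs in Meishan and 435 in Yorkshire, and with the filter applied before the fit these were 812 and 1183.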

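In Meishan, CBR1, a carbonyl reductase, rose at least 28.2-fold (adjusted p = 2.52e-07) from GD15 to GD26, and the folate receptor FOLR1 rose at least 25.1-fold (adjusted p = 2.01e-05) (n = 3 arrays per group). PHGDH, the first enzyme of serine synthesis, fell at least 23.3-fold (adjusted p = 1.73e-05), and then rose at least 1.58-fold (adjusted p = 0.0130) from GD26 to GD50. The epithelial chemokine CCL28 fell at least 13.9-fold (adjusted p = 3.27e-05), and the pantetheinase VNN1 fell at least 4.27-fold (adjusted p = 2.92e-06). RAB26, a small GTPase of vesicle transport, fell at least 11.3-fold (adjusted p = 1.33e-05) and rose again at least 3.59-fold (adjusted p = 3.30e-04) by GD50. The fructose transporter SLC2A5 rose in both steps, first at least 3.21-fold (adjusted p = 2.55e-05) and then by 4.09 log2 (standard error 0.25, adjusted p = 5.05e-04). FAH, an enzyme of tyrosine breakdown (log2 fold change 2.36, standard error 0.11, adjusted p = 2.19e-04), and the membrane protein TMEM86A (log2 fold change 2.49, standard error 0.14, adjusted p = 3.94e-04) rose from GD26 to GD50. Over the same step GSTM3, a glutathione transferase (log2 fold change −2.83, standard error 0.12, adjusted p = 1.96e-04), and MAL, a protein of apical transport (log2 fold change −1.29, standard error 0.08, adjusted p = 4.90e-04), fell. In total, 209 probe sets were DEGs from GD15 to GD26 (132 up, 77 down) and 33 from GD26 to GD50 (23 up, 10 down). With the replicate numbers as a replicate block they were 71 and 4, and with 1 array left out at a time as few as 79 (without Meishan GD26 replicate 2) and 6 (without Meishan GD50 replicate 1). At the adjusted p alone, 2171 rose and 2489 fell in the first step, and 730 rose and 904 fell in the second.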

Of the 689 DEGs in Meishan endometrium, 641 genes were found to be differentially expressed between GD15 and GD26 and 79 genes were found to be differentially expressed between GD26 and GD50. 

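In Yorkshire, the largest rises from GD15 to GD26 also included SERPINA3-2, a serine protease inhibitor (at least 299-fold, adjusted p = 6.09e-06), the farnesyltransferase subunit FNTA (at least 176-fold, adjusted p = 4.94e-08) and the water channel AQP8 (at least 103-fold, adjusted p = 4.11e-06; n = 3 arrays per group). SAL1, a lipocalin secreted by the pig uterus, fell at least 17.8-fold (adjusted p = 4.46e-05). CBR2, a carbonyl reductase, fell at least 10.8-fold (adjusted p = 1.95e-05), CLIP4 fell at least 11.8-fold (adjusted p = 1.52e-05) and the imprinted GTPase DIRAS3 fell at least 6.93-fold (adjusted p = 2.45e-06). PSAT1, of the serine pathway, fell by 5.92 log2 (standard error 0.23, adjusted p = 7.87e-06). CHI3L1, a secreted chitinase-like protein, rose from GD26 to GD50 (log2 fold change 6.20, standard error 0.38, adjusted p = 4.48e-04). AOAH, which breaks down bacterial lipopolysaccharide, rose at least 21.6-fold (adjusted p = 5.56e-05). The selenium-dependent peroxidase GPX3 (log2 fold change −1.93, standard error 0.12, adjusted p = 4.48e-04) and FGL2, a fibrinogen-like protein (log2 fold change −2.63, standard error 0.16, adjusted p = 4.32e-04), fell from GD26 to GD50. There were 411 DEGs from GD15 to GD26 (241 up, 170 down) and 35 from GD26 to GD50 (17 up, 18 down). A replicate block gave 108 and 8, and the lowest counts with 1 array left out were 143 (without Yorkshire GD15 replicate 2) and 9 (without Yorkshire GD26 replicate 2). The DEGs of the first step were 557 up and 192 down after median centring, 346 and 128 after quantile normalization and 390 and 82 after cyclic loess. The majority turned to the falls with a floor of 50 (161 up, 323 down) and with 1 fit over both breeds (677 up, 1015 down). By the adjusted p, 1917 probe sets rose and 4061 fell in the first step, and 552 rose and 732 fell in the second. The share that fell among the called probe sets of the first step was 67.9%, and it was 51.4% after median centring, 56.5% after quantile normalization and 48.0% after cyclic loess.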

Of the 1649 DEGs in Yorkshire endometrium, 1598 genes were found to be differentially expressed between GD15 and GD26 and 91 genes were found to be differentially expressed between GD26 and GD50 (Figure 1). All data related to this study has been deposited on the GEO database (Accession number GSE51787). 

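Among genes changed in both breeds, the trophoblast regulator GATA3 rose from GD15 to GD26 at least 5.04-fold (adjusted p = 3.05e-05) in Meishan and at least 15.0-fold (adjusted p = 8.89e-06) in Yorkshire, and the growth factor IGF1 fell at least 3.06-fold (adjusted p = 1.03e-05) and at least 2.84-fold (adjusted p = 2.33e-06) (n = 3 arrays per group). TFRC, the transferrin receptor, rose at least 6.84-fold (adjusted p = 1.15e-05) in Yorkshire, while all Meishan arrays of both days lay under an intensity of 100 (breed difference 6.98, standard error 0.46, adjusted p = 7.66e-07). TNFAIP1 fell and then rose in Yorkshire (−1.40 ± 0.11 and 1.82 ± 0.11, log2 fold change ± standard error) and rose in Meishan (0.60 ± 0.07) before a value of −0.04 ± 0.07, and both steps differed between the breeds (adjusted p of 1.34e-05 or less). PLA2G7, a secreted phospholipase, fell from GD26 to GD50 in Meishan (log2 fold change −1.40, standard error 0.08, adjusted p = 4.54e-04). Its breed difference was 1.47 (standard error 0.21, adjusted p = 0.00238). COMMD7 fell at least 2.29-fold (adjusted p = 3.15e-05) and then rose at least 2.52-fold (adjusted p = 2.20e-04) in Meishan, beside a log2 fold change of 1.47 (standard error 0.62, adjusted p = 0.0760) and a log2 fold change of −0.54 (standard error 0.62, adjusted p = 0.609) in Yorkshire. The zinc transporter SLC39A2 fell in both steps in Yorkshire (−2.35 ± 0.10 and −2.12 ± 0.10) and in the first in Meishan (−1.22 ± 0.21). By the stricter call, 90 probe sets were DEGs in the same direction in both breeds, 10 were unique to Meishan and 45 unique to Yorkshire. By the adjusted p, 1260 probe sets rose in both breeds from GD15 to GD26 (447 expected by chance) and 2009 fell in both (1085 expected), while 144 rose in Meishan and fell in Yorkshire and 62 did the opposite. The unique counts depend on the rule for the other breed: with a tested breed difference in its place they were 54 and 275, and with no bound on the other breed 142 and 341. With the filter before the fit, 419 were common, 42 unique to Meishan and 140 to Yorkshire. By the stricter call, leaving out Meishan GD26 replicate 2 left 1 unique to Meishan. Leaving out Yorkshire GD15 replicate 3 left 7 unique to Yorkshire.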

By hierarchical clustering analysis, we found that 228 DEGs were common in Meishan and Yorkshire gilts, which were likely associated with the embryo implantation and placentation (Table S3), a total of 73 DEGs were unique to Meishan gilts (Table S4) and 536 DEGs were unique to Yorkshire gilts (Table S5).

**Figure 1:**
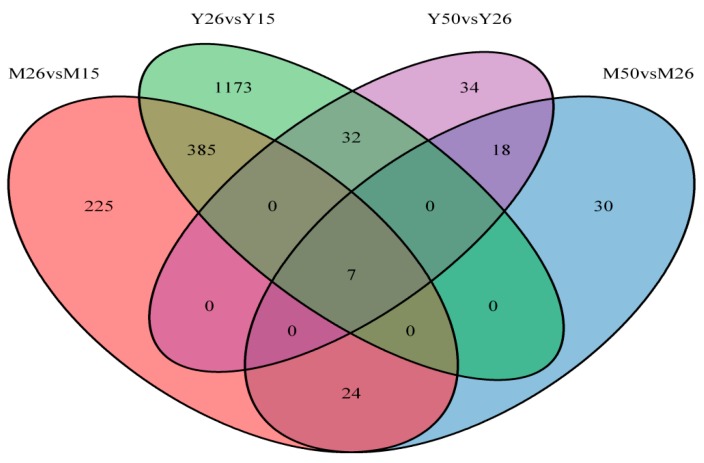
Venn diagram illustration of endometrial genes changed between days 15 and 26 of gestation and days 26 and 50 of gestation in Meishan and Yorkshire pigs. M15, Meishan pigs on day 15 of gestation. M26, Meishan pigs on day 26 of gestation. M50, Meishan pigs on day 50 of gestation. Y15, Yorkshire pigs on day 15 of gestation. Y26, Yorkshire pigs on day 26 of gestation. Y50, Yorkshire pigs on day 50 of gestation. DEGs as defined by FDR < 0.05 and FC ≥ 2.

### 2.2. Identification of Genes Required for the Embryo Implantation and Placentation in Porcine Endometrium

The unsupervised hierarchical clustering analysis revealed that the 228 annotated common DEGs in Meishan and Yorkshire samples were classified into four groups (Figure 2A). 

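Several genes followed the same course in both breeds. The neuronal calcium sensor NCALD fell from GD15 to GD26 at least 4.08-fold (adjusted p = 6.41e-05) in Meishan and at least 3.57-fold (adjusted p = 4.11e-05) in Yorkshire, and stayed under an intensity of 100 on all arrays of GD26 and GD50 (n = 3 arrays per group). Lysyl oxidase, LOX, which crosslinks collagen, rose at least 1.51-fold (adjusted p = 0.00230) and at least 2.47-fold (adjusted p = 1.50e-05), with −1.18 ± 0.57 and −0.26 ± 0.22 log2 afterwards (value ± standard error). Of the 90 common DEGs, 83 had the same course in both breeds: 62 rose by GD26 without a second call, 16 fell by GD26 without a second call, 5 rose only from GD26 to GD50, and 0 rose and then fell. At the limma adjusted p without the Bonferroni call, 93 probe sets rose by GD26 and then fell by GD50 in both breeds at 0.05, 26 at 0.01 and 156 at 0.1. The 83 became 382 with the filter before the fit and 491 with 1 fit over both breeds, while a replicate block gave 20 common DEGs, all with the same course. Without Meishan GD26 replicate 2 there were 43 common DEGs and 41 with the same course, the fewest with any 1 array left out.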

(I) Expression level decreased only from GD15 to GD26 and thereafter remained constant (*n* = 167 genes, group 1); (II) Expression level only increased from GD26 to GD50 (*n* = 21 genes, group 2); (III) Expression level increased from GD15 to GD26 and thereafter remained constant (*n* = 23 genes, group 3); and (IV) Increased from GD15 to GD26, then decreased sharply on GD50 (*n* = 17 genes, group 4). The 167 genes in group 1 were enriched for GO terms related to steroid metabolic process, oxidation reduction, response to insulin stimulus, and regulation of retinoic acid receptor signaling pathway. 

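Genes of steroid handling moved in both directions from GD15 to GD26. PGRMC1, a membrane progesterone receptor component, fell in Meishan (log2 fold change −1.58, standard error 0.13, adjusted p = 2.04e-04) and in Yorkshire (log2 fold change −1.84, standard error 0.08, adjusted p = 9.31e-06). It then fell again by GD50 (−0.59 ± 0.13 and −0.68 ± 0.08, value ± standard error, n = 3 arrays per group). Of the 16 measured genes of a steroid hormone metabolism list, 11 rose and 3 fell in each breed, the same counts as adjusted over the list alone. The list was up in Meishan (median log2 fold change 1.98, or 1.83 with intensities under 100 set to 100, camera adjusted p = 9.01e-04, adjusted p = 0.268 with an estimated correlation). Yorkshire showed the same direction (median log2 fold change 2.09, or 2.09 with intensities under 100 set to 100, camera adjusted p = 1.61e-05, adjusted p = 0.0235 with an estimated correlation). Between GD26 and GD50, 1 rose and 3 fell in Meishan (2 and 3 adjusted over the list alone; camera adjusted p = 0.978). In Yorkshire, 2 rose and 6 fell (2 and 7 adjusted over the list alone; camera adjusted p = 0.0103, adjusted p = 0.196 with an estimated correlation). Beside the insulin response named for this group, the insulin-like growth factor binding protein IGFBP2 rose in both breeds, by 3.21 (standard error 0.37, adjusted p = 7.73e-04) and 4.32 log2 (standard error 0.14, adjusted p = 4.22e-06). Placental genes such as PAG6 rose by GD26 too, and the 6 Yorkshire arrays of GD26 and GD50 stood apart in their hybridization controls. How much of the steroid list's rise comes from placental tissue in the samples or from these arrays was not measured.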

Genes that are involved in negative regulation of cell proliferation and regulation of phosphorylation were found in group 2. 

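ANKRD1, a transcriptional cofactor induced by stretch, rose only from GD26 to GD50, at least 2.53-fold (adjusted p = 2.80e-06) in Meishan and at least 3.67-fold (adjusted p = 1.01e-04) in Yorkshire (n = 3 arrays per group). RARRES1, a gene induced by retinoic acid, rose over the same step by 1.67 log2 (standard error 0.11, adjusted p = 5.61e-04) in Meishan and by 3.27 (standard error 0.15, adjusted p = 2.60e-04) in Yorkshire, and the rise was larger in Yorkshire (breed difference 1.60, standard error 0.19, adjusted p = 8.19e-04). AOAH rose at least 12.6-fold (adjusted p = 1.82e-04) in Meishan, from levels under an intensity of 100 on GD15 and GD26.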

The genes in group 3 were enriched for GO terms involved in steroid biosynthesis and genes that regulate the inflammatory response and cell proliferation were in group 4 (Figure 2B, Table S6).

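Genes of the first steps of steroid synthesis rose in both breeds from GD15 to GD26. STAR, which brings cholesterol into mitochondria, rose at least 15.6-fold (adjusted p = 5.10e-05) in Meishan and at least 12.8-fold (adjusted p = 3.69e-05) in Yorkshire (n = 3 arrays per group). CYP11A1, which makes pregnenolone from cholesterol, rose at least 8.38-fold (adjusted p = 7.19e-06) and at least 5.06-fold (adjusted p = 3.60e-05). HSD3B1, which forms progesterone, rose at least 5.06-fold (adjusted p = 1.59e-04) in Meishan and at least 18.4-fold (adjusted p = 8.90e-07) in Yorkshire. Its fitted breed difference was 1.82 (standard error 0.53, adjusted p = 0.0180). Both HSD3B1 rises are lower bounds, so which breed rose more is not settled. By GD50, STAR fell by 2.10 log2 (standard error 0.49, adjusted p = 0.0366) and HSD3B1 fell by 2.86 (standard error 0.18, adjusted p = 4.48e-04) in Yorkshire, beside values of −0.65 (standard error 0.46) and −0.11 (standard error 0.49) in Meishan. The second step differed between the breeds for HSD3B1 (−2.75, standard error 0.53, adjusted p = 0.0118) and not for STAR (−1.45, standard error 0.68, adjusted p = 0.244). The HSD3B1 difference and the Yorkshire fall of STAR are lost with the mean of their probe sets. The rises by GD26 came in the same step as those of placental genes such as PAG6, and the share of placental tissue in the samples was not measured.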

**Figure 2:**
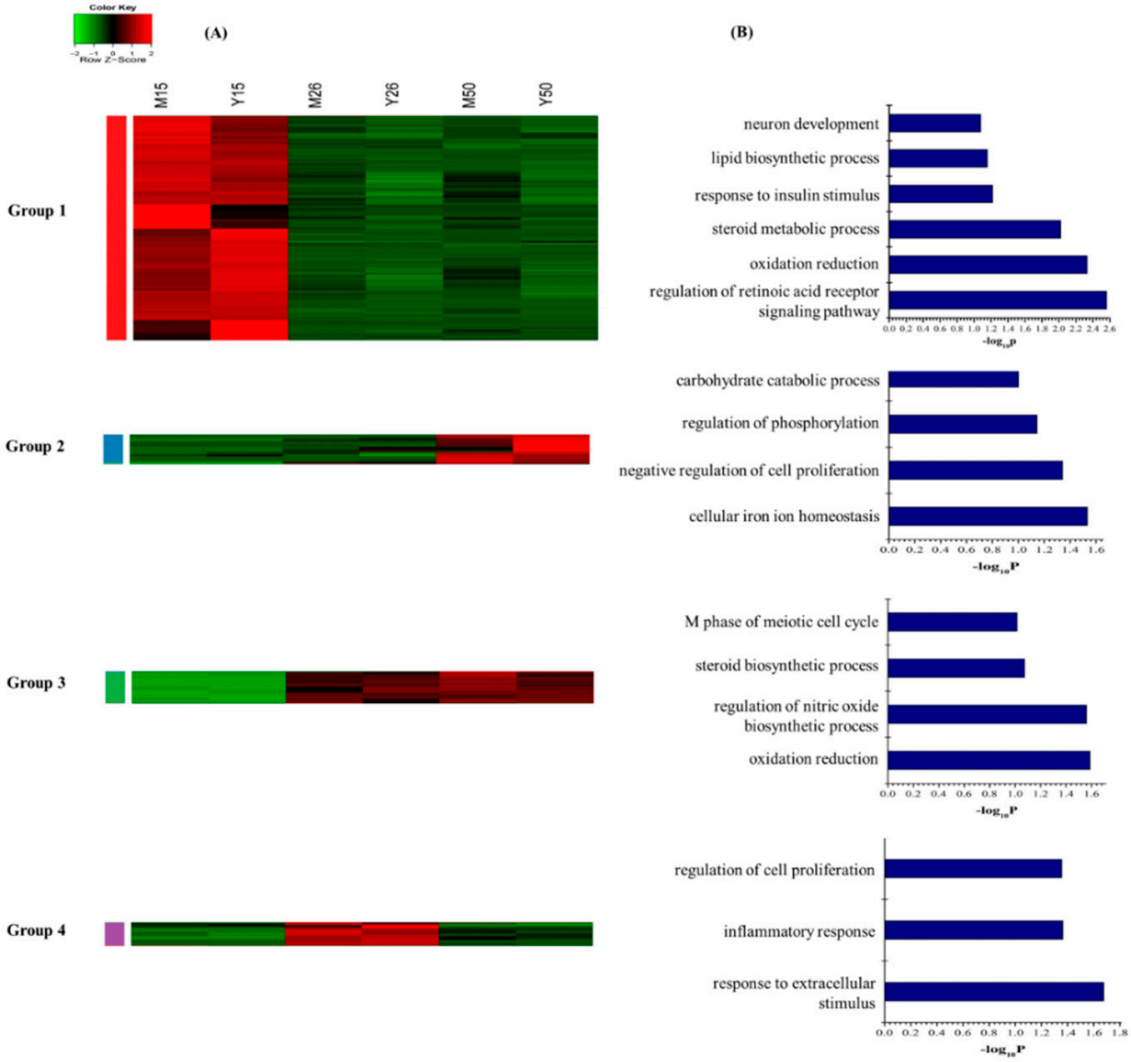
Dynamic progression of the common DEGs in the Meishan and Yorkshire endometrium. (**A**) Unsupervised hierarchical clustering of the 228 annotated common DEGs in the Meishan and Yorkshire endometrium. The common DEGs were clustered into four groups. Red region, genes up-regulated in the endometrium; green region, genes down-regulated in the endometrium. M15, Meishan pigs on day 15 of gestation; M26, Meishan pigs on day 26 of gestation; M50, Meishan pigs on day 50 of gestation; Y15, Yorkshire pigs on day 15 of gestation; Y26, Yorkshire pigs on day 26 of gestation; Y50, Yorkshire pigs on day 50 of gestation; (**B**) Functional categories distribution of the common DEGs in the Meishan and Yorkshire endometrium.

The KEGG pathways with the most representations for the common DEGs were retinol metabolism (genes in group 1), p53 signaling pathway (genes in group 2), androgen and estrogen metabolism (genes in group 3), or steroid hormone biosynthesis (genes in group 4), respectively (Table S7). 

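Of the 4 measured genes of a retinoid handling list, RDH11, a retinol dehydrogenase, rose by GD26 in Meishan (log2 fold change 0.59, standard error 0.06, adjusted p = 3.49e-04) and in Yorkshire (log2 fold change 0.61, standard error 0.12, adjusted p = 0.00408; n = 3 arrays per group). ALDH1A1, which makes retinoic acid, fell in Meishan on its brightest probe set (log2 fold change −1.73, standard error 0.26, adjusted p = 0.00216) and not in Yorkshire (log2 fold change −0.26, standard error 0.18, adjusted p = 0.240). The breed difference was 1.47 (standard error 0.32, adjusted p = 0.00407). After GD26 it fell in Yorkshire (log2 fold change −2.26, standard error 0.18, adjusted p = 9.98e-04) and not in Meishan (log2 fold change −0.28, standard error 0.26, adjusted p = 0.512). Between the breeds the difference was −1.98 (standard error 0.32, adjusted p = 0.00469). On its second probe set it fell by 2.76 log2 in Yorkshire. By GD26 that probe set had risen in Yorkshire (log2 fold change 0.53, adjusted p = 0.0319). This call is lost without the filter, with 1 fit over both breeds, with a replicate block and with the mean of the probe sets. It is also lost without any of several single Yorkshire arrays. The retinol carrier RBP4 rose by GD26 in Yorkshire (log2 fold change 0.57, standard error 0.10, adjusted p = 0.00229) beside 0.12 (standard error 0.06) in Meishan, a breed difference (0.45, standard error 0.12, adjusted p = 0.0111) lost after quantile normalization. Together with CYP26A1, 1 of the 4 genes rose and 2 fell in Meishan, and 2 rose and 1 fell in Yorkshire, unchanged when adjusted over the list alone.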

To further discuss whether these DEGs in corresponding pathway can be mapped on the Cytoscape network, we analyzed the DEGs extracted in each pathway, respectively. A total of 63 out of the 228 annotated common DEGs were mapped on the Cytoscape network in regulation of the retinoic acid receptor signaling pathway (CYP26A1, TRIM16), the integrin-mediated signaling pathway (BCAR1, CEACAM1, EMP2, PXN, CTGF),the sterol biosynthetic process (CH25H, FDFT1, FDPS) and the negative regulation of epithelial cell migration (THBS1, PFN2), respectively (Figure 3).

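At GD15, the retinoic acid hydroxylase CYP26A1 stood at 11.48 ± 0.43 log2 in Meishan and 8.53 ± 0.47 in Yorkshire, and TRIM16, an estrogen-responsive tripartite motif protein, at 11.07 ± 0.10 and 10.54 ± 0.13 (mean ± SD, n = 3 arrays). The adhesion genes all fell from GD15 to GD26. CTGF, a matricellular growth factor, fell in Meishan (log2 fold change −3.38, standard error 0.25, adjusted p = 1.46e-04) and Yorkshire (log2 fold change −3.41, standard error 0.24, adjusted p = 6.00e-05). PXN, the focal adhesion protein paxillin, fell by 1.41 (standard error 0.09, adjusted p = 8.14e-05) and fell by 1.83 (standard error 0.17, adjusted p = 1.81e-04). EMP2, an epithelial membrane protein, fell by 1.56 (standard error 0.18, adjusted p = 8.41e-04) and fell by 1.46 (standard error 0.34, adjusted p = 0.00904). BCAR1, an adaptor of integrin signalling, fell at least 2.06-fold (adjusted p = 0.00131) and at least 2.32-fold (adjusted p = 0.00543). The adhesion molecule CEACAM1 fell at least 1.51-fold (adjusted p = 5.15e-04) and at least 2.24-fold (adjusted p = 6.64e-05).

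The 3 sterol genes fell in both breeds: FDFT1, squalene synthase (−1.76 ± 0.10 in Meishan and −2.11 ± 0.13 in Yorkshire, log2 fold change ± standard error), FDPS, farnesyl diphosphate synthase (−1.32 ± 0.10 and −2.00 ± 0.10), and CH25H, cholesterol 25-hydroxylase (−2.35 ± 0.25, and at least 3.97-fold in Yorkshire), each with an adjusted p of 5.17e-04 or less. In a wider cholesterol synthesis list, 3 of 12 measured genes rose and 3 fell in Meishan (camera adjusted p = 0.775). In Yorkshire, 5 rose and 3 fell (camera adjusted p = 0.0825), the same when adjusted over the list alone. HMGCS1, at the start of the pathway, rose by 1.65 (standard error 0.27, adjusted p = 0.00280) in Meishan and 1.62 (standard error 0.21, adjusted p = 7.14e-04) in Yorkshire. THBS1, an antiangiogenic matrix protein, rose at least 3.35-fold (adjusted p = 1.74e-04) and at least 10.2-fold (adjusted p = 4.43e-05) on the probe set of the paper. A breed difference was called there (fitted value 2.58, standard error 0.47, adjusted p = 0.00135) but not on its brightest probe set (0.45, standard error 0.60, adjusted p = 0.578). Both rises on the probe set of the paper are lower bounds, so which breed rose more is not settled. PFN2, a profilin of actin assembly, rose from GD26 to GD50 by 1.20 (standard error 0.08, adjusted p = 5.54e-04) and 2.66 log2 (standard error 0.34, adjusted p = 0.00485). The paper chose these genes for their changes, so their directions are not independent evidence.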

**Figure 3:**
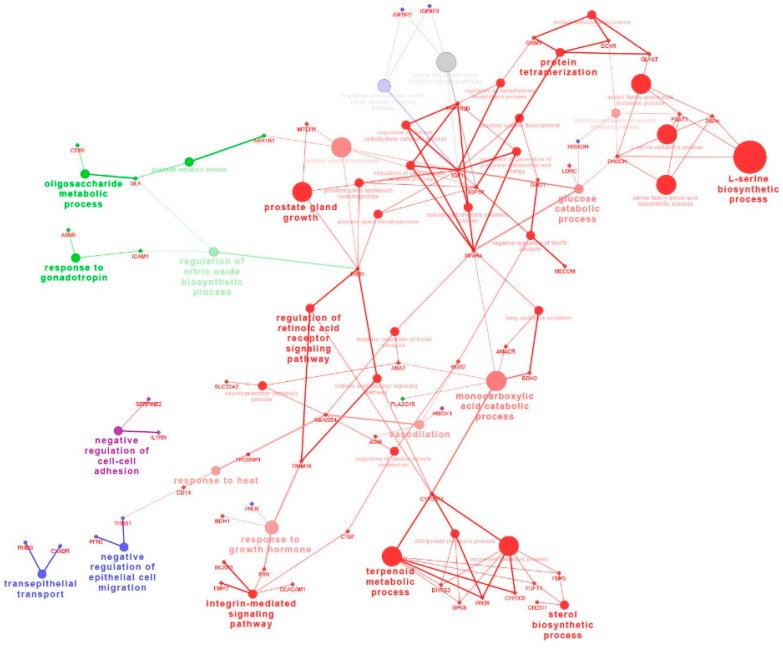
The network of the common DEGs in Meishan and Yorkshire endometrium on gestational day 15, 26 and 50.The genes are represented as diamond. Biological processes are represented as circles. The lines represent the potential connections between the different genes belonging to the different biological process. Red nodes represent genes that have intensive expression on gestational day 15. Blue nodes represent genes represent genes that have intensive expression on gestational day 50. Green nodes represent genes that have intensive expression on gestational day 26 and 50. Purple nodes represent genes represent genes that have intensive expression on gestational day 26.

### 2.3. Pregnancy Causes Distinct Transcriptome Changes between Early and Mid-Gestation in Meishan Endometrium

Hierarchical clustering based on the 73 unique DEGs in Meishan endometrium displayed four distinct expression patterns (Figure 4A). 

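PRTFDC1, a phosphoribosyl transferase homologue, rose in Meishan from GD15 to GD26 (log2 fold change 2.06, standard error 0.19, adjusted p = 2.93e-04) and fell by GD50 (log2 fold change −1.10, standard error 0.19, adjusted p = 0.0113), a fall lost with 1 fit over both breeds. In Yorkshire its changes were 0.04 (standard error 0.49) and −0.38 (standard error 0.49), and the first step differed between the breeds (−2.03, standard error 0.53, adjusted p = 0.0112; n = 3 arrays per group). The liver-type enzyme CPS1 and the apolipoprotein APOA2 exceeded an intensity of 100 only on the 3 Meishan GD26 arrays and so did not pass the filter of 6. Under a filter of 3 arrays CPS1 rose at least 3.73-fold (adjusted p = 2.16e-05) and APOA2 at least 4.57-fold (adjusted p = 1.09e-06) in Meishan. DEPDC1B, a regulator of mitosis, rose at least 1.29-fold by the same rule (adjusted p = 1.61e-04). Among the 10 DEGs unique to Meishan, 0 rose and then fell by the limma call.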

The group 1 includes the genes with the expression levels increased from GD15 to GD26 and decreased at GD50 (*n* = 31 genes). The group 2 includes the genes with the expression levels increased from GD15 to GD26 and then remained constant (*n* = 19 genes). 

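Among the genes falling in Meishan from GD15 to GD26, C1QTNF3, a secreted relative of complement C1q, and CREB3L4, a membrane-bound transcription factor, passed an intensity of 100 in too few arrays for the filter of 6. Under a filter of 3 arrays, C1QTNF3 fell at least 3.31-fold (adjusted p = 8.47e-06) and CREB3L4 at least 1.64-fold (adjusted p = 2.16e-04) in Meishan (n = 3 arrays per group). STC1, a secreted glycoprotein of the pig uterus, on its second probe set fell by 2.72 log2 (standard error 0.13, adjusted p = 3.00e-05) by GD26 and again fell by 2.06 (standard error 0.13, adjusted p = 5.54e-04) by GD50. In Yorkshire this probe set had log2 fold changes of −6.01 by GD26 and −0.11 afterwards. It therefore counts as unique to Meishan by its second fall alone.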

The group 3 consists of the genes with the expression levels decreasing from GD15 to GD26 and then remaining constant (*n* = 18 genes). The expression pattern of the fourth group was that the gene expression levels only increased from GD26 to GD50 (*n* = 5 genes). 

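Of the 10 DEGs unique to Meishan, 2 rose by GD26 without a second call, 2 fell, 1 rose only from GD26 to GD50, 3 fell only then and 1 fell and then rose. The brightest probe set of IGF2, a fetal growth factor, rose from GD26 to GD50 in Meishan (log2 fold change 2.70, standard error 0.54, adjusted p = 0.0203) and not in Yorkshire (log2 fold change −0.18, standard error 0.36, adjusted p = 0.771). Its breed difference was −2.88 (standard error 0.66, adjusted p = 0.0275) (n = 3 arrays per group). This difference and the Meishan rise are lost without the first or the second Meishan GD50 array. The breed difference is also lost without Yorkshire GD26 replicate 3 or Yorkshire GD50 replicate 2. In Yorkshire it had risen from GD15 to GD26 (log2 fold change 3.87, standard error 0.36, adjusted p = 1.84e-04). In Meishan it was at 1.05 (standard error 0.54, adjusted p = 0.152). Of the other IGF2 probe sets, 1 is unique to Meishan, where it was a DEG upward only from GD26 to GD50, and 1 is unique to Yorkshire, where it was a DEG upward by GD26. The first also had a log2 fold change of 5.41 in Yorkshire by GD26, without a DEG call. The second had 2.49 in Meishan from GD26 to GD50, again without a DEG call. Both therefore count as unique by the step of the change and not by its absence in the other breed.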

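TOP2A, the topoisomerase of dividing cells, rose from GD15 to GD26 in Meishan (log2 fold change 2.57, standard error 0.25, adjusted p = 3.85e-04) and then fell (log2 fold change −1.68, standard error 0.25, adjusted p = 0.00775; n = 3 arrays per group). In Yorkshire it rose at least 5.12-fold (adjusted p = 2.52e-05) and fell by 1.77 log2 (standard error 0.21, adjusted p = 0.00371). CCNB1, the mitotic cyclin B, rose by 3.00 (standard error 0.22, adjusted p = 1.41e-04) in Meishan and at least 5.17-fold (adjusted p = 8.32e-06) in Yorkshire. It fell by 1.93 (standard error 0.22, adjusted p = 0.00323) and fell by 1.56 (standard error 0.15, adjusted p = 0.00205) by GD50. UBE2C, a ubiquitin enzyme of mitotic exit, rose at least 5.27-fold (adjusted p = 3.33e-04) and at least 2.42-fold (adjusted p = 2.62e-05). NUSAP1, a spindle protein, rose by 1.47 (standard error 0.21) and 0.90 (standard error 0.19, adjusted p = 0.00619). Of 7 measured genes of a cell cycle list of 38, 6 rose and 0 fell in Meishan, and 5 rose and 1 fell in Yorkshire, unchanged when adjusted over the list alone. The list was up in Meishan (median log2 fold change 1.65, or 1.65 with intensities under 100 set to 100, camera adjusted p = 0.00153, adjusted p = 0.170 with an estimated correlation). In Yorkshire too it was up (median log2 fold change 0.90, or 0.90 with intensities under 100 set to 100, camera adjusted p = 0.0145, adjusted p = 0.0935 with an estimated correlation). In GD50 vs. GD26 it was down in Meishan, with 6 falls (camera adjusted p = 7.02e-04, adjusted p = 0.0899 with an estimated correlation), and in Yorkshire, with 4 falls and 1 rise (camera adjusted p = 0.0103, adjusted p = 0.196 with an estimated correlation). Placental genes such as PLET1 rose over the first step too. The 6 Yorkshire arrays of GD26 and GD50 also stood apart in their hybridization controls. How much of the cell cycle rise comes from placental tissue in the samples or from these arrays was not measured.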

The enriched GO terms related to the cell cycle were specifically overrepresented for the genes in the group 1. Furthermore, GO terms related to the response to organic substance were present in the group 3 (Figure 4B, Table S8). No significant annotation terms were identified for DEGs in groups 2 and 4. According to the KEGG database, the most significantly enriched pathways were the cell cycle and adherens junction (Table S9). The network analysis showed that PCNA (proliferating cell nuclear antigen), BIRC5 (baculoviral IAP repeat containing 5), MCM4 (minichromosome maintenance complex component) as the candidate genes might play important roles in regulation of Meishan uterine function during the early and mid-gestation (Figure 5).

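PCNA, the sliding clamp of DNA replication, rose in Meishan from GD15 to GD26 (log2 fold change 1.65, standard error 0.11, adjusted p = 9.01e-05) and fell by GD50 (log2 fold change −0.73, standard error 0.11, adjusted p = 0.00738; n = 3 arrays per group). It also rose in Yorkshire (log2 fold change 0.62, standard error 0.18, adjusted p = 0.0205), by less than in Meishan (breed difference −1.03, standard error 0.21, adjusted p = 0.00286). The Yorkshire rise is lost without the third GD15 array. BIRC5, an inhibitor of apoptosis active in mitosis, and MCM4, a subunit of the replicative helicase, did not pass the intensity filter. Under a filter of 3 arrays, BIRC5 rose at least 1.26-fold (adjusted p = 0.00221) and MCM4 at least 1.99-fold (adjusted p = 2.40e-04) in Meishan.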

**Figure 4:**
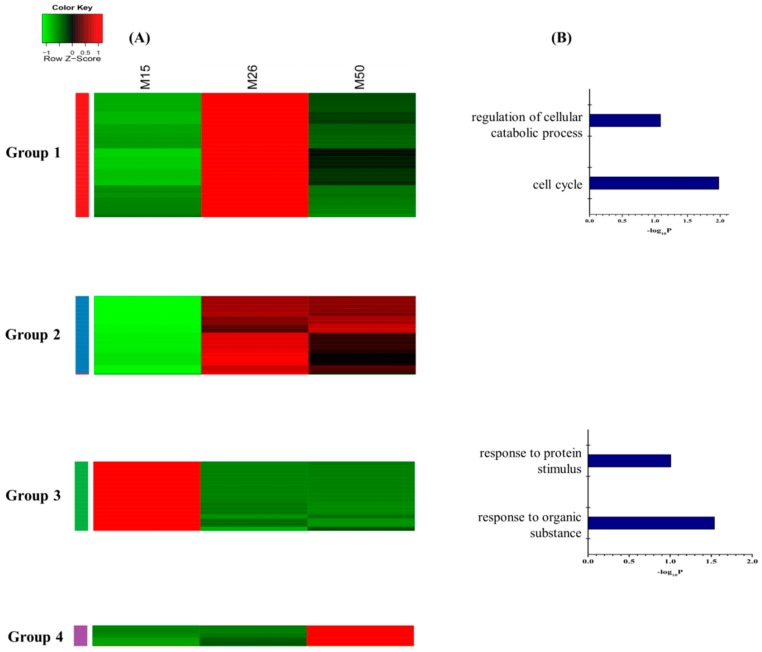
Dynamic of unique DEGs in Meishan endometriums. (**A**) Unsupervised hierarchical clustering of the 73 DEGs unique to Meishan endometrium. DEGs were clustered into four groups. Red region, genes up-regulated in the endometrium, green region, genes down-regulated in the endometrium. M15, Meishan pigs on day 15 of gestation; M26, Meishan pigs on day 26 of gestation; M50, Meishan pigs on day 50 of gestation; (**B**) Functional categories distribution of the unique DEGs in the Meishan endometrium.

**Figure 5:**
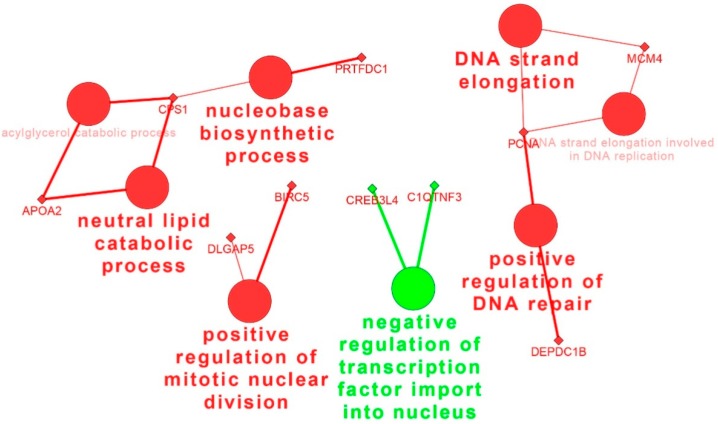
The network of the DEGs unique to Meishan endometrium on gestational days 15, 26 and 50. The genes are represented as diamond. Biological processes are represented as circles. The lines represent the potential connections between different genes belonging to different biological process. Red nodes represent genes up-regulated on gestational day 26. Green nodes represent genes highly expressed on gestational day 15.

### 2.4. Pregnancy Causes Unique Alteration in the Transcriptome of Yorkshire Endometrium

Consequently, the 536 DEGs, which were unique in Yorkshire gilts, were classified into four groups by hierarchical clustering analysis (Figure 6A). The first group showed an expression level increased from Day 15 to 26 of gestation then remained unchanged at GD50 (*n* = 109 genes). The second group showed an expression level increased from Day 15 to 26 of gestation and then decreased at GD50 (*n* = 56 genes). The third group showed an expression level decreased from Day 15 to 26 of gestation and thereafter remained constant (*n* = 349 genes). The fourth group showed an expression level increased only from Day 26 to 50 of gestation (*n* = 22 genes). 

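Of the 45 DEGs unique to Yorkshire, 25 rose by GD26 without a second call, 13 fell, 1 rose and then fell, 1 rose only from GD26 to GD50 and 4 fell only then. HSD3B1 was the gene that rose and then fell, and it counts as unique by its fall alone, since it also rose in Meishan by GD26. TNFAIP1 was the gene that rose only by GD50 under this call. Talin, TLN1, which links integrins to actin, rose from GD15 to GD26 in Yorkshire (log2 fold change 1.40, standard error 0.09, adjusted p = 3.60e-05). In Meishan it was at −0.20 (standard error 0.17, adjusted p = 0.368) (breed difference 1.60, standard error 0.19, adjusted p = 9.56e-05; n = 3 arrays per group). The cyclin-dependent kinase subunit CKS2 fell in Yorkshire (log2 fold change −1.96, standard error 0.11, adjusted p = 2.28e-05). The Meishan value was −0.55 (standard error 0.23, adjusted p = 0.0892) (breed difference −1.41, standard error 0.26, adjusted p = 0.00144). CKS2 then rose in Yorkshire (log2 fold change 0.68, standard error 0.11, adjusted p = 0.0108). With 1 fit over both breeds 276 were unique to Yorkshire, and with the replicate number as a block 6 were.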

GO terms enriched by the DEGs in the group 1 were associated with regulation of Rho protein signal transduction, maternal placenta development and chordate embryonic development. 

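ARHGDIA, a GDP dissociation inhibitor, rose from GD15 to GD26 in Yorkshire (log2 fold change 3.02, standard error 0.20, adjusted p = 4.74e-05) and not in Meishan (log2 fold change 0.10, standard error 0.06, adjusted p = 0.166). Its breed difference was 2.91 (standard error 0.21, adjusted p = 1.35e-06) (n = 3 arrays per group). The related ARHGDIB rose in both, by 1.02 (standard error 0.33, adjusted p = 0.0384) in Meishan and 2.32 (standard error 0.21, adjusted p = 1.65e-04) in Yorkshire (breed difference 1.30, standard error 0.39, adjusted p = 0.0216). The Meishan rise is lost without the filter and without any of several single Meishan arrays. The breed difference is lost without Meishan GD26 replicate 3, Yorkshire GD15 replicate 1 or Yorkshire GD26 replicate 2. CDC42EP1, an effector of CDC42, rose at least 1.82-fold (adjusted p = 6.39e-05) in Yorkshire, with a breed difference of 1.43 (standard error 0.22, adjusted p = 4.47e-04). ROCK1, a kinase of the actin cytoskeleton, rose at least 3.68-fold (adjusted p = 3.97e-04) in Meishan and by 1.75 log2 (standard error 0.36, adjusted p = 0.00521) in Yorkshire, without a breed difference (−0.94, standard error 0.45, adjusted p = 0.119). CFL2, an actin-severing cofilin, rose by 1.69 (standard error 0.11) and 1.35 (standard error 0.14, adjusted p = 2.62e-04).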

The genes in the group 2 were related to vasculature development, blastocyst formation and regulation of cell adhesion. 

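ENG, the endothelial TGF-beta coreceptor endoglin, rose at least 6.39-fold (adjusted p = 1.06e-04) in Yorkshire from GD15 to GD26 and by 0.48 (standard error 0.11, adjusted p = 0.0123) in Meishan, and the rise was larger in Yorkshire (breed difference 3.22, standard error 0.33, adjusted p = 2.49e-05; n = 3 arrays per group). The Meishan rise of ENG is lost with 1 fit over both breeds. The vascular growth factor VEGFA rose by 0.84 (standard error 0.12, adjusted p = 0.00162) and 1.87 (standard error 0.25, adjusted p = 8.79e-04), again more in Yorkshire (1.03, standard error 0.28, adjusted p = 0.0144). CLDN5, a claudin of endothelial tight junctions, fell at least 1.56-fold (adjusted p = 4.12e-04) in Yorkshire and then rose at least 2.24-fold (adjusted p = 0.00137). In Meishan it was at 0.06 (standard error 0.17) and then fell at least 1.16-fold (adjusted p = 0.00737). The adhesion molecule PECAM1 rose in both, by 1.08 (standard error 0.07, adjusted p = 7.67e-05) in Meishan and 0.55 (standard error 0.10, adjusted p = 0.00348) in Yorkshire. The endothelial transcription factor ERG fell at least 1.43-fold (adjusted p = 0.0143) in Yorkshire, a fall lost after cyclic loess. Of 14 measured genes of an angiogenesis and endothelium list, 5 rose and 1 fell in Meishan (camera adjusted p = 0.268). In Yorkshire, 4 rose and 5 fell (camera adjusted p = 0.299), and after median centring the Yorkshire counts were 5 and 3. By GD50, 1 rose and 6 fell in Meishan (1 and 7 adjusted over the list alone; camera adjusted p = 0.0216, adjusted p = 0.416 with an estimated correlation). In Yorkshire, 1 rose and 2 fell (1 and 4 adjusted over the list alone).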

The genes in the group 3 were involved in mesodermal cell differentiation, cell proliferation and cell cycle. The genes in the group 4 were involved in chordate embryonic development (Figure 6B, Table S10). 

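JUP, plakoglobin of junctional plaques, rose at least 5.21-fold (adjusted p = 3.63e-04) from GD15 to GD26 in Yorkshire, while all Meishan arrays of both days lay under an intensity of 100 (breed difference 3.67, standard error 0.49, adjusted p = 1.70e-04; n = 3 arrays per group). CLDN10, a claudin of tight junctions, fell at least 12.2-fold (adjusted p = 1.88e-05) in Yorkshire and then rose at least 1.79-fold (adjusted p = 0.00206). In Meishan, CLDN10 fell from GD15 to GD26 (log2 fold change −1.87, standard error 0.40, adjusted p = 0.00907). The keratin KRT19 rose in Meishan (log2 fold change 1.85, standard error 0.29, adjusted p = 0.00247) and in Yorkshire (log2 fold change 2.32, standard error 0.16, adjusted p = 6.23e-05). KRT18 fell in both (−1.27 ± 0.18 and −1.11 ± 0.14, value ± standard error). Desmoplakin, DSP, fell in Meishan (log2 fold change −0.71, standard error 0.12, adjusted p = 0.00333). The Yorkshire value was −0.39 (standard error 0.27, adjusted p = 0.235). From GD26 to GD50 it fell in Yorkshire (log2 fold change −1.25, standard error 0.27, adjusted p = 0.0290). This call is lost without the filter and without any of several single Yorkshire arrays. VCL, vinculin of focal adhesions, rose by 1.29 (standard error 0.09) in Meishan and 0.80 (standard error 0.09, adjusted p = 3.50e-04) in Yorkshire. Of 17 measured genes of an epithelial junction and polarity list, 3 rose and 6 fell in Meishan, and 3 rose and 9 fell in Yorkshire, the same over the list alone, with camera adjusted p of 0.144 and 0.954. After median centring the Yorkshire counts were 5 and 6.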

As shown in Table S11, the significant signaling pathways include tight junction, regulation of actin cytoskeleton, focal adhesion, MAPK signaling pathway and endocytosis (Table S11). Across the Cytoscape network analysis, the genes in the group 1 were enriched in pathways such as salivary gland morphogenesis and apical junction assembly. The genes in the group 3 were enriched in pathways such as the intracellular estrogen receptor signaling pathway, gland morphogenesis and regulation of Ras GTPase activity (Figure 7).

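IGFBP5, a binding protein of insulin-like growth factors, rose at least 13.4-fold (adjusted p = 3.75e-04) in Yorkshire from GD15 to GD26, while all Meishan arrays of both days lay under an intensity of 100 (breed difference 3.99, standard error 0.69, adjusted p = 0.00105; n = 3 arrays per group). IGFBP6, of the same family, rose at least 2.35-fold (adjusted p = 5.39e-04) in Meishan and at least 1.06-fold (adjusted p = 0.0184) in Yorkshire, the Yorkshire rise being lost with a floor of 50. Of 11 measured genes of a list of hormone receptors and uterine regulators, 3 rose and 4 fell in Meishan (3 and 5 adjusted over the list alone). In Yorkshire, 4 rose and 6 fell, with camera adjusted p of 0.277 in Meishan and 0.954 in Yorkshire. As deposited, 4 of them had a higher change in Yorkshire and 3 a lower one, and the median breed difference was −0.49, where the test points upward (mean 0.10, camera adjusted p = 0.202). The median was −0.15 after median centring.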

**Figure 6:**
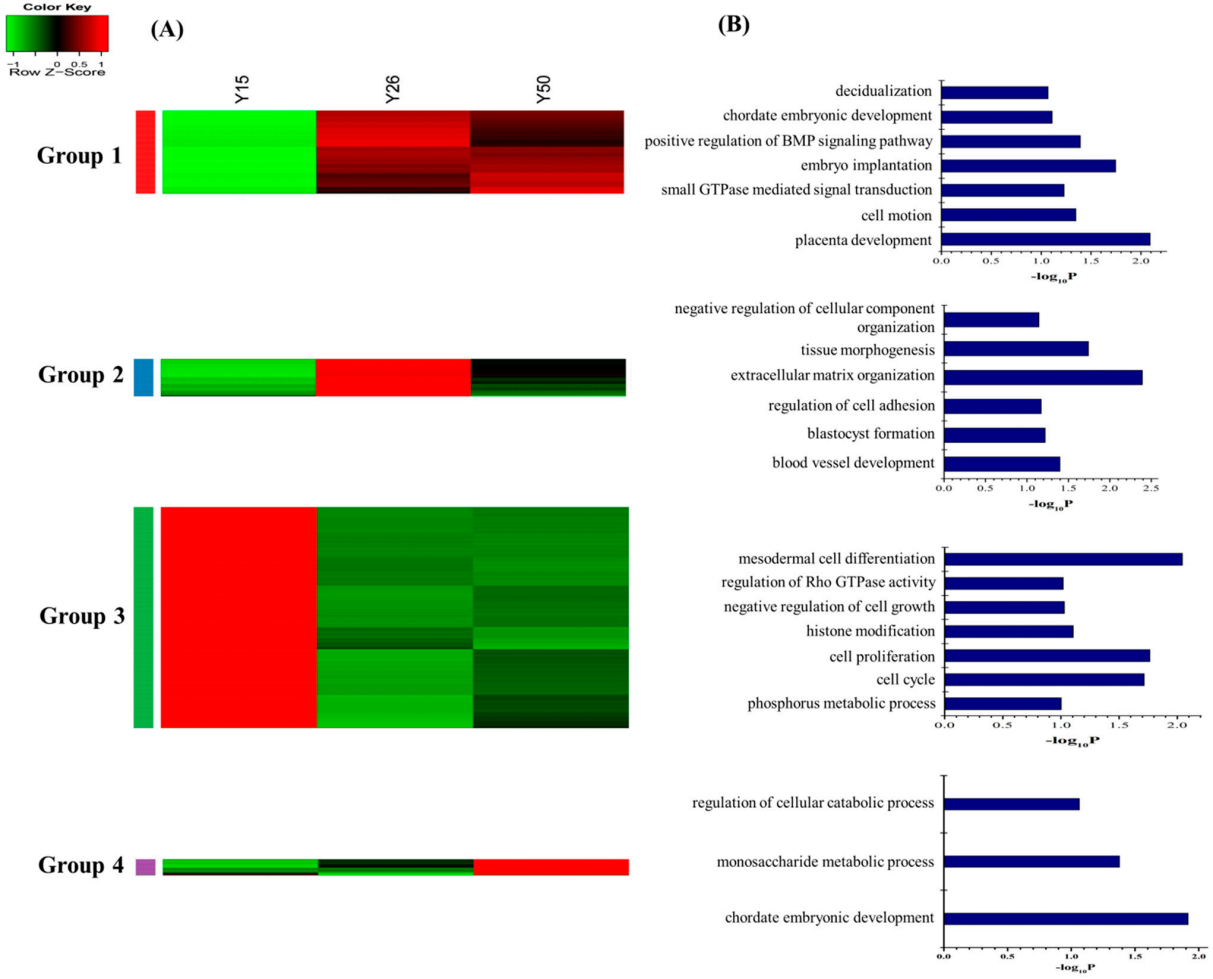
Dynamic progression of the unique DEGs in Yorkshire endometrium. (**A**) Unsupervised hierarchical clustering of 536 differentially expressed genes unique to Yorkshire endometrium. DEGs were clustered into four groups. Red region, genes up-regulated in the endometrium; green region, genes down-regulated in the endometrium. Y15, Yorkshire pigs on day 15 of gestation; Y26, Yorkshire pigs on day 26 of gestation; Y50, Yorkshire pigs on day 50 of gestation; (**B**) Functional categories distribution of unique DEGs in the Yorkshire endometrium.

**Figure 7:**
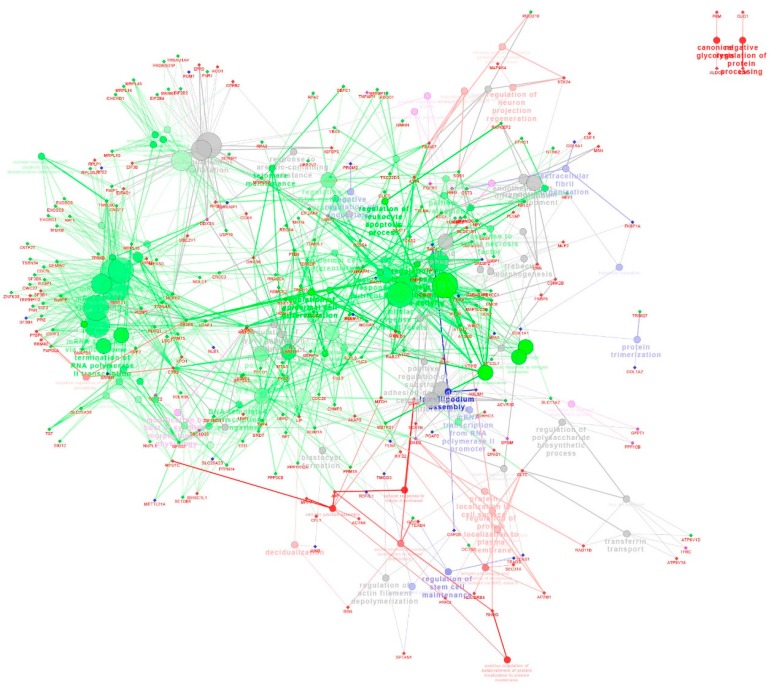
The network of the DEGs unique to Yorkshire endometrium on gestational days 15, 26 and 50. The genes are represented as circles. Biological processes are represented as diamonds. The lines represent the potential regulation relationships between genes or connections between different genes belonging to different biological process. Red nodes represent genes that have intensive expression on gestational day 26 and 50. Blue nodes represent genes that have intensive expression on gestational day 26. Green nodes represent genes that have intensive expression on gestational day 15. Purple nodes represent genes that have intensive expression on gestational day 50.

### 2.5. Verification of the Gene Expression Patterns by Quantitative RT-PCR

Ten DEGs were selected to validate the results of the microarray analysis by quantitative RT-PCR. 

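HMOX1, which degrades heme, rose at least 20.1-fold (adjusted p = 5.58e-05) in Yorkshire from GD15 to GD26 and fell by 3.85 log2 (standard error 0.38, adjusted p = 0.00200) by GD50 (n = 3 arrays per group). In Meishan all its arrays of GD15 and GD50 lay under an intensity of 100, and it stood at 10.06 ± 0.33 log2 (mean ± SD) on GD26, a rise (adjusted p = 1.90e-04) and a fall (adjusted p = 0.00183). The prolactin receptor PRLR rose from GD26 to GD50 at least 6.71-fold (adjusted p = 8.29e-05) in Meishan and at least 4.22-fold (adjusted p = 0.00359) in Yorkshire. On GD15 and GD26 all PRLR arrays of both breeds lay under an intensity of 100. BMP4, a morphogen of the TGF-beta family, fell at least 3.40-fold (adjusted p = 1.38e-04) in Yorkshire, beside a log2 fold change of −0.52 (standard error 0.29, adjusted p = 0.182) in Meishan (breed difference −2.83, standard error 0.42, adjusted p = 3.62e-04).

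MMP7, a secreted metalloproteinase, rose at least 22.5-fold (adjusted p = 2.88e-05) in Meishan and at least 9.52-fold (adjusted p = 2.44e-05) in Yorkshire. Its fitted breed difference was −1.70 (standard error 0.39, adjusted p = 0.00532). Both MMP7 rises are lower bounds, so which breed rose more is not settled. S100A9, a calcium-binding protein of neutrophils and monocytes, fell by 2.70 (standard error 0.38, adjusted p = 0.00172) in Meishan and fell by 6.63 (standard error 0.36, adjusted p = 2.10e-05) in Yorkshire by GD26. It rose again by 1.99 (standard error 0.38, adjusted p = 0.0176) and 3.47 (standard error 0.36, adjusted p = 0.00229). The Meishan rise is lost without replicate 1 or 3 of Meishan GD26 or replicate 1 or 2 of Meishan GD50. Of the 10 measured RT-PCR genes with 1 probe set symbol, 5 rose and 3 fell in Meishan, and 5 rose and 5 fell in Yorkshire from GD15 to GD26. As genes chosen by the paper, they are not independent evidence of direction. All values are from the arrays.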

Of the selected DEGs, four DEGs were identified as common in Meishan and Yorkshire endometrium (*THBS1*, *HMOX1*, *PRLR* and *HSD17B2*), one DEG was unique to Meishan endometrium (*MSX1*), three DEGs were identified as unique to Yorkshire endometrium (*STAT1*, *LIF* and *BMP4*) and two DEGs (*MMP7* and *S100A9*) were expressed differentially in at least one comparison in both Meishan and Yorkshire endometriums. The expression patterns of all the 10 selected DEGs obtained by quantitative RT-PCR were consistent with the results from the microarray analysis (Figure 8). In addition, three DEGs (*STC1*, *ITGB3* and *IGFBP3*) that showed common expression patterns in Meishan and Yorkshire endometriums but did not reach the statistically significant level in the microarray analysis were also selected for validation due to their roles in remodeling of endometrium. 

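STC1 fell from GD15 to GD26 on the probe set of the paper, at least 2.64-fold (adjusted p = 0.00149) in Meishan and at least 4.53-fold (adjusted p = 2.49e-04) in Yorkshire, without a breed difference (−1.18, standard error 0.70, adjusted p = 0.199; n = 3 arrays per group). On its brighter probe set, in Yorkshire, it fell by 6.01 log2 (standard error 0.42, adjusted p = 6.10e-05), more than in Meishan (breed difference −3.29, standard error 0.45, adjusted p = 2.07e-04). The integrin subunit ITGB3 fell at least 2.36-fold (adjusted p = 0.00205) in Yorkshire and rose at least 1.67-fold (adjusted p = 0.0215) by GD50, and in Meishan it was at 0.37 (standard error 0.31, adjusted p = 0.356) and then rose (log2 fold change 3.26, standard error 0.31, adjusted p = 0.00183). Its first step differed between the breeds (−3.32, standard error 0.58, adjusted p = 0.00112) and its second did not (−0.81, standard error 0.58, adjusted p = 0.467). The Yorkshire rise is lost with the replicate number as a block. IGFBP3, a carrier of insulin-like growth factors, rose at least 4.56-fold (adjusted p = 3.74e-05) in Meishan and at least 20.5-fold (adjusted p = 3.34e-05) in Yorkshire. It rose further by GD50, by 2.91 (standard error 0.27, adjusted p = 0.00183) and 2.28 (standard error 0.37, adjusted p = 0.0110).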

The results confirmed the common expression patterns of the three DEGs in Meishan and Yorkshire endometrium (Figure 8).

**Figure 8:**
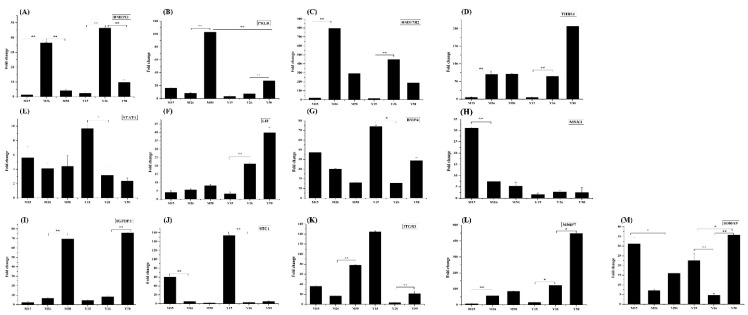
Validation of the expression levels of 13 representative genes by quantitative RT-PCR. The *x*-axis represents the different stages and breeds and the *y*-axis shows the fold changes in expression (** *p* < 0.01, * *p* < 0.05). (**A**) *HMOX1* gene; (B) *PRLR* gene; (**C**) *HSD17B2* gene; (**D**) *THBS1* gene; (**E**) *STAT1* gene; (**F**) *LIF* gene; (**G**) *BMP4* gene; (**H**) *MSX1* gene; (**I**) *IGFBP3* gene; (**J**) *STC1* gene; (**K**) *ITGB3* gene; (**L**) *MMP7* gene; (**M**) *S100A9* gene.

## 3. Discussion

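Several genes of the extracellular matrix rose from GD15 to GD26 in both breeds. VCAN, the proteoglycan versican, rose at least 4.99-fold (adjusted p = 2.54e-04) in Meishan and at least 8.19-fold (adjusted p = 7.60e-05) in Yorkshire. TIMP3, an inhibitor of metalloproteinases, rose at least 1.39-fold (adjusted p = 3.12e-04) and at least 6.04-fold (adjusted p = 1.04e-05) (n = 3 arrays per group). COL4A2, a basement membrane collagen, rose by 0.97 (standard error 0.13, adjusted p = 0.00137) and 1.58 (standard error 0.14, adjusted p = 1.44e-04) and fell by GD50 by 0.98 (standard error 0.13, adjusted p = 0.00515) and 0.79 (standard error 0.14, adjusted p = 0.0151), the last call being lost with a replicate block. Of 25 measured matrix genes, 15 rose and 1 fell in Meishan (15 and 2 adjusted over the list alone; median log2 fold change 0.77, or 0.59 with intensities under 100 set to 100, camera adjusted p = 9.01e-04, adjusted p = 0.268 with an estimated correlation). In Yorkshire, 17 rose and 0 fell (median log2 fold change 0.91, or 0.91 with intensities under 100 set to 100, camera adjusted p = 1.48e-07, adjusted p = 0.0235 with an estimated correlation). By GD50, 0 rose and 10 fell in Meishan (1 and 12 adjusted over the list alone; camera adjusted p = 8.32e-04, adjusted p = 0.416 with an estimated correlation). In Yorkshire, 1 rose and 7 fell (1 and 10 adjusted over the list alone; camera adjusted p = 0.0103, adjusted p = 0.218 with an estimated correlation). Placental genes such as DPPA5 rose over the first step too, and the 6 Yorkshire arrays of GD26 and GD50 stood apart in their hybridization controls. How much of the matrix rise comes from placental tissue in the samples or from these arrays was not measured.

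Of the smooth muscle genes, ACTA2, smooth muscle actin, rose by 1.10 (standard error 0.13, adjusted p = 7.03e-04) and 1.01 (standard error 0.09, adjusted p = 1.80e-04). MYL9, a myosin light chain, rose by 1.31 (standard error 0.19, adjusted p = 0.00205) and 3.62 (standard error 0.13, adjusted p = 4.73e-06). Of 9 measured, 6 rose and 1 fell in Meishan (7 and 1 adjusted over the list alone; camera adjusted p = 0.0546, adjusted p = 0.561 with an estimated correlation). In Yorkshire, 6 rose and 2 fell (camera adjusted p = 0.0117, adjusted p = 0.290 with an estimated correlation). By GD50, in Meishan, 0 rose and 4 fell (0 and 5 adjusted over the list alone; camera adjusted p = 0.00832, adjusted p = 0.616 with an estimated correlation). In Yorkshire, 1 rose and 2 fell (2 and 3 adjusted over the list alone; camera adjusted p = 0.552, adjusted p = 0.744 with an estimated correlation). Among endometrial secretion genes, the keratinocyte growth factor FGF7 fell at least 15.9-fold (adjusted p = 8.95e-04) and at least 6.63-fold (adjusted p = 2.78e-04). The cathepsin CTSZ rose by 3.15 (standard error 0.53) and 3.57 (standard error 0.37, adjusted p = 2.77e-04). Of 25 measured, 13 rose and 7 fell in Meishan (14 and 7 adjusted over the list alone; camera adjusted p = 0.128). In Yorkshire, 14 rose and 6 fell (median log2 fold change 0.92, or 0.57 with intensities under 100 set to 100, camera adjusted p = 0.00416, adjusted p = 0.0935 with an estimated correlation). Over the first step the placental gene PLET1 rose as well, and the 6 Yorkshire arrays of GD26 and GD50 stood apart. How much of the smooth muscle and secretion changes comes from placental tissue or from these arrays was not measured. The first principal component held 62.2% of the variance and separated GD15 from the later days. On it the 6 Yorkshire arrays of GD26 and GD50, which have the brighter hybridization controls, also lay apart (scores of 66.1 to 78.4) from the Meishan arrays of these days (5.45 to 26.1). The second, with 16.2%, set Meishan on GD26 and GD50 (scores of 40.4 to 52.2) apart from Yorkshire on the same days (−42.5 to −10.5), and the third, with 7.87%, separated GD26 from GD50. At a fitted change of at least 4-fold, 433 probe sets rose and 248 fell from GD15 to GD26 in Meishan and 699 and 961 in Yorkshire, against 77 and 63, and 76 and 116, from GD26 to GD50.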

In this study, the large numbers of DEGs identified in both Meishan and Yorkshire endometriums between GD15 and GD26 (Table S1 and Table S2) revealed that major temporal changes occur in the endometrium transcriptome between the conceptus attachment stage (GD15) and the post-implantation stage (GD26). Additionally, we found that the number of DEGs identified as unique to Yorkshire endometrium is much greater compared to the number of DEGs unique to Meishan endometrium, which could suggest that the uterine environment in Meishan breed may be relatively stable.

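COL1A2, a chain of type I collagen, rose at least 9.26-fold (adjusted p = 3.44e-05) in Yorkshire from GD15 to GD26, while all Meishan arrays of both days lay under an intensity of 100 (n = 3 arrays per group). COL5A1, a fibril collagen, rose by 2.86 (standard error 0.32, adjusted p = 3.65e-04) in Yorkshire and was at −0.04 (standard error 0.19) in Meishan, with a breed difference of 2.89 (standard error 0.37, adjusted p = 1.39e-04). The Meishan value is 0.49 with the mean of its probe sets. FOS, an early response transcription factor, rose in Yorkshire (log2 fold change 1.77, standard error 0.35, adjusted p = 0.00473) and fell in Meishan (log2 fold change −1.08, standard error 0.27, adjusted p = 0.0160). The breed difference was 2.85 (standard error 0.45, adjusted p = 5.53e-04). The early response gene ATF3 rose in both, by 0.91 (standard error 0.12, adjusted p = 0.00116) and 1.94 (standard error 0.14, adjusted p = 6.29e-05), more in Yorkshire (1.03, standard error 0.18, adjusted p = 0.00126). Across the 9320 probe sets, 3410 had a breed difference from GD15 to GD26. Of these, 818 had the higher change in Yorkshire and 2592 the lower. From GD26 to GD50, 442 had one (220 and 222). With 1 array left out, the 442 became 228 to 643, the lowest without Meishan GD26 replicate 3. The log2 changes of the 2 breeds from GD15 to GD26 correlated across probe sets at 0.81, and those from GD26 to GD50 at 0.55, and probe sets are not independent of each other.

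The authors compared GD26 with GD15 and GD50 with GD26 within each breed, called genes by limma, and took as unique to a breed those called there with p above 0.05 and a fold change under 1.5 in the other. Yorkshire had the larger number of such genes, and on that contrast the paper proposes that the Meishan uterine environment may be relatively stable. The direct comparison gives the 3410 probe sets above, and the median breed difference over all probe sets past the filter was −0.41 log2 for this step. The 3 Yorkshire arrays of GD26 in this comparison are among the 6 with dimmer pig probe sets and brighter hybridization controls. After median centring, 2536 probe sets had a breed difference.

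**Figure D2:**
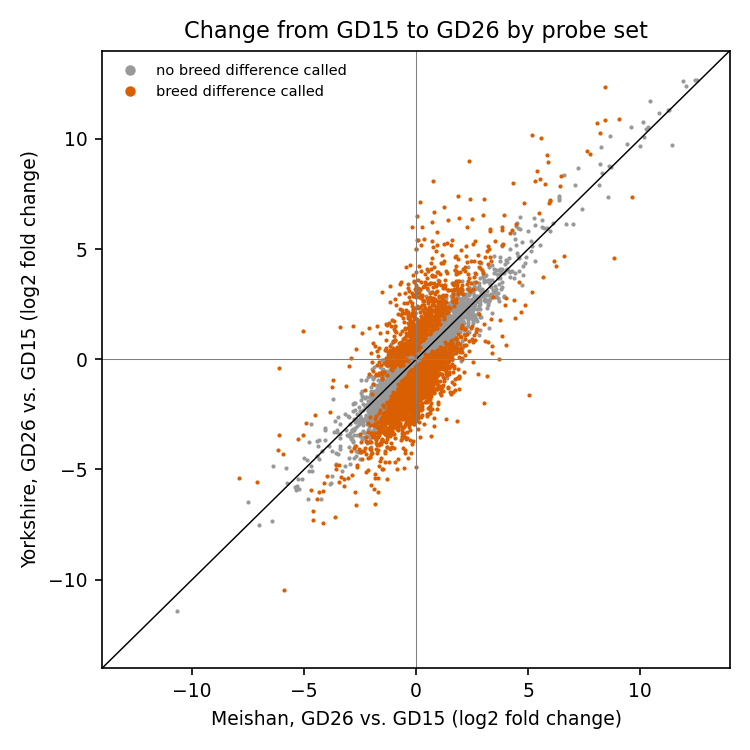
Log2 fold change from GD15 to GD26 in Meishan (x axis) and Yorkshire (y axis) for 9320 probe sets, with orange for those with a called breed difference and no error bars. Most points follow the diagonal, and more orange points lie under it than over it.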

The endometrium is a complex steroid responsive tissue. The progesterone and estrogen may constitute a “servomechanism” that regulates the endometrial remodeling (remodeling of the endometrial epithelium and stromal cell) and the uterine receptivity during the early pregnancy in pigs [37,38]. 

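CYP26A1, which inactivates retinoic acid, fell from GD15 to GD26 at least 28.6-fold (adjusted p = 1.26e-05) in Meishan and at least 3.68-fold (adjusted p = 5.61e-05) in Yorkshire, with a breed difference of 2.48 (standard error 0.48, adjusted p = 0.00208) (n = 3 arrays per group). The estrogen receptor gene ESR1 fell by 2.06 log2 (standard error 0.13, adjusted p = 8.60e-05) in Meishan and fell by 2.99 (standard error 0.26, adjusted p = 1.30e-04) in Yorkshire. Its fitted breed difference (−0.92, standard error 0.29, adjusted p = 0.0274) is lost after each scaling of the arrays. DHRS3, a retinal reductase, fell by 1.10 (standard error 0.07, adjusted p = 1.08e-04) and fell by 2.26 (standard error 0.19, adjusted p = 1.17e-04), more in Yorkshire (−1.17, standard error 0.21, adjusted p = 0.00119). From GD26 to GD50, ESR1 rose in Meishan (log2 fold change 0.54, standard error 0.13, adjusted p = 0.0364) and stayed at 0.03 (standard error 0.26) in Yorkshire. The Meishan call is lost without the filter, with 1 fit over both breeds and without any of several single Meishan arrays.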

In this study, we identified the genes involved in regulation of retinoic acid receptor signaling pathway (*ESR1*, *CYP26A1*, *TRIM16*) and retinol metabolism-related enzyme genes (*DHRS3*, *CYP2C9*, *CYP26A1*) that were highly expressed in both Meishan and Yorkshire endometriums at GD15. It was found that CYP26A1 might block the adverse effect of the retinoic acid in order to promote the successful embryo implantation [39]. 

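TRIM16 fell from GD15 to GD26 in Meishan (log2 fold change −3.16, standard error 0.25, adjusted p = 1.85e-04) and in Yorkshire (log2 fold change −2.46, standard error 0.18, adjusted p = 7.65e-05). No breed difference was called (0.70, standard error 0.32, adjusted p = 0.0995; n = 3 arrays per group). It fell further from GD26 to GD50, at least 2.40-fold (adjusted p = 0.00821) in Meishan and at least 2.71-fold (adjusted p = 0.00371) in Yorkshire. CYP26A1 lay under an intensity of 100 on all arrays of GD26 and GD50 and had no call between them, where a further fall could not be seen.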

TRIM16, also named estrogen-responsive B box protein and acts as a positive regulator of the CYP26A1 expression, showed a similar expression pattern with *CYP26A1* gene in both Meishan and Yorkshire endometriums. The expression of *ESR1* in the porcine endometrium may indicate direct action of estrogen on proliferation and differentiation of endometrial cells [40]. The estrogen and retinoic acid signaling pathway provides regulation of “Yin and Yang” in cell proliferation and survival [38,41]. These results reminded us that except the progesterone and estrogen, the interaction between the retinoic acid and estrogen signaling may be also important for the embryo–maternal communications and endometrium remodeling during the early pregnancy.

Interestingly, we found increased expression of genes in steroid hormone biosynthesis pathway (*CYP3A7*, *HSD17B2* and *SULT1E1*) in GD26 endometrium (Figure 2A, Group 4) and genes encoding androgen and estrogen metabolic enzymes (*HSD17B12* and *HSD11B1*) in both GD26 and GD50 endometrium (Figure 2A, Group 3). These genes play important roles in synthesis and metabolism of progesterone and estrogens. 

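SULT1E1, the estrogen sulphotransferase, rose from GD15 to GD26 in Meishan (log2 fold change 5.87, standard error 0.53, adjusted p = 2.92e-04) and at least 39.5-fold (adjusted p = 4.65e-06) in Yorkshire. It fell at least 30.5-fold (adjusted p = 4.54e-04) and at least 39.5-fold (adjusted p = 9.00e-05) (n = 3 arrays per group). The gene named CYP3A7, on a probe set annotated as the pig CYP3A39, rose at least 63.8-fold (adjusted p = 2.00e-05) and at least 78.2-fold (adjusted p = 1.71e-05). It then fell by 2.65 (standard error 0.44, adjusted p = 0.0106) and fell by 3.85 log2 (standard error 0.54, adjusted p = 0.00687). HSD17B2, which inactivates estradiol, rose on the probe set of the paper by 4.58 (standard error 0.09, adjusted p = 8.81e-07) and 3.50 (standard error 0.17, adjusted p = 1.38e-05). By GD50 it fell by 1.53 (standard error 0.09, adjusted p = 4.54e-04) and fell by 2.25 (standard error 0.17, adjusted p = 8.78e-04). Its rise was smaller in Yorkshire there (−1.08, standard error 0.20, adjusted p = 0.00132) but not on its brightest probe set (−0.51, standard error 0.26, adjusted p = 0.137). The SULT1E1 breed difference (3.07, standard error 0.62, adjusted p = 0.00256) is lost with a floor of 50. HSD17B12, a reductase of estrone and of fatty acid elongation, rose by 1.32 (standard error 0.13, adjusted p = 3.80e-04) and 2.09 (standard error 0.14, adjusted p = 4.47e-05), and then stayed at 0.11 and 0.01. HSD11B1, which forms active glucocorticoid, rose by 2.81 (standard error 0.23, adjusted p = 2.26e-04) and 2.42 (standard error 0.17, adjusted p = 5.99e-05), with 0.54 ± 0.23 and −0.02 ± 0.17 afterwards. These genes were picked by the paper and are not independent evidence of direction, and in both breeds the placental genes PLET1, PAG6 and DPPA5 appeared on the same days.

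**Figure D3:**
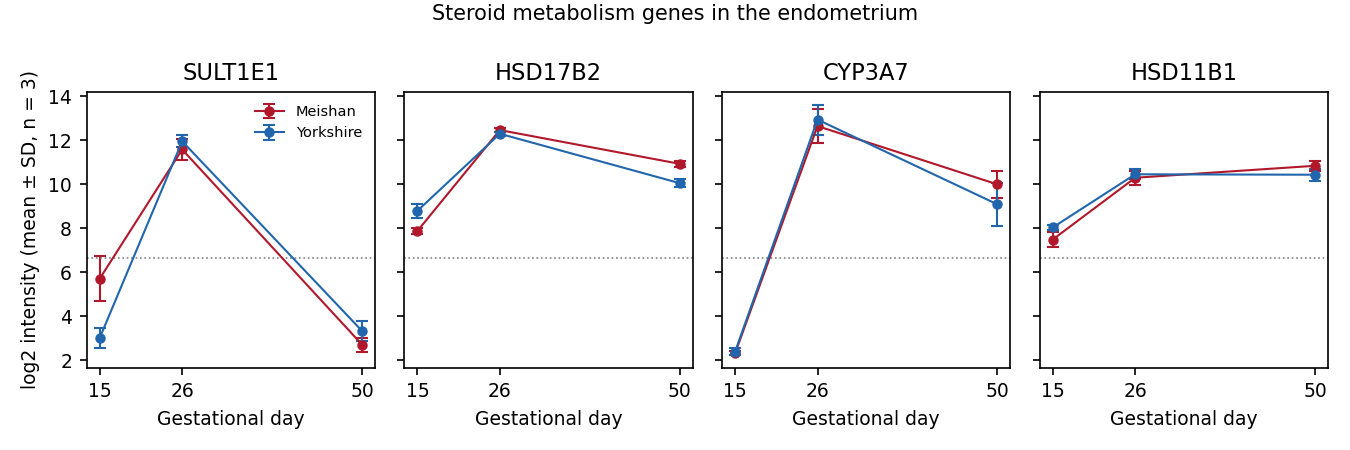
Log2 intensity (y axis) of SULT1E1, HSD17B2, CYP3A7 and HSD11B1 by gestational day (x axis) in Meishan and Yorkshire, mean ± SD, n = 3 arrays, with a dotted line at an intensity of 100. The first 3 are highest on GD26, and HSD11B1 stays high on GD50.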

The imbalance between the actions of estrogen and progesterone are associated with abnormal uterine bleeding and proliferative disorders [42]. Sulfotransferases could convert estrogens into non-active estrogen sulphates [33] and the expression of P450 aromatase in the pregnant mouse uterus plays an essential role in converting testosterone into E_2_ [43].Thus, the increased expression of *SULT1E1* and *CYP3A7* genes in the pregnant endometrium suggested that the regulator to balance the ratio of progesterone to estrogen might be the fine tuning estrogen levels in the uterus. Above all, these results indicated that during the early and mid-gestation, the gene involved in adjusting uterine steroid and retinol concentration may be essential for embryo implantation and growth.

Previous evidence suggests that the endometrial morphology and uterine function differs during the gestational stages in pigs [35]. It has been proposed that the acquisition of the uterine receptivity results from the loss of epithelial cell polarity [44,45]. The factors that mainly attribute to the uterine epithelial cell function appear to play a central role in mediating endometrial receptivity. The transcript level of the *Msh homeobox 1* gene, *Msx1*, was decreased uniquely in Meishan endometrium from GD15 to GD26 and then remained at a low expression level in GD50. 

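MSX1, a homeobox repressor of differentiation, fell from GD15 to GD26 in Meishan (log2 fold change −2.10, standard error 0.15, adjusted p = 1.27e-04) and in Yorkshire (log2 fold change −0.67, standard error 0.19, adjusted p = 0.0180). The fall was larger in Meishan (breed difference 1.43, standard error 0.24, adjusted p = 8.71e-04; n = 3 arrays per group). The Yorkshire fall is lost after median centring, quantile normalization and cyclic loess, while the breed difference remains. From GD26 to GD50 the values were a log2 fold change of 0.14 (standard error 0.15, adjusted p = 0.575) in Meishan and a log2 fold change of 0.02 (standard error 0.19, adjusted p = 0.950) in Yorkshire.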

As the negative regulator of the cell differentiation, *Msx1* was expressed in mouse uterine luminal epithelial cell at the time of the pre-implantation phase and declined at time of implantation and post-implantation phases [46,47,48]. Further investigation indicated that *Msx1* gene functions in regulation of the transition in uterine luminal epithelial cells from a high to a less polar state and thus leading to a transition of uterus from the pre-receptive to the receptive phase [49]. Thus, compared to Yorkshire pigs, the higher expression of *Msx1* gene at implantation stage in Meishan endometrium implied a reduced uterine epithelial polarity to make the uterus conducive to blastocyst attachment to the luminal epithelium (LE) at the onset of implantation.

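On GD15 the MSX1 level was 9.95 ± 0.22 log2 in Meishan and 9.46 ± 0.07 in Yorkshire (mean ± SD, n = 3 arrays). On GD26 it was 7.85 ± 0.21 and 8.79 ± 0.36, and on GD50 7.99 ± 0.13 and 8.81 ± 0.18.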

The genes involved in cell cycle, such as *CCNB2*, *NCAPG*, *DLGAP5*, *BIRC5*, *CDC20*, *TACC1* and *PCNA*, were up-regulated in the post-implantation stage (GD26) and then decreased at GD50 in Meishan endometrium. 

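TACC1, a centrosomal coiled-coil protein, rose at least 3.43-fold (adjusted p = 2.08e-04) in Meishan from GD15 to GD26 and fell by 1.43 log2 (standard error 0.30, adjusted p = 0.0224) by GD50, the fall being lost with a replicate block (n = 3 arrays per group). In Yorkshire TACC1 stayed at 0.01 (standard error 0.38, adjusted p = 0.988) and −0.21 (standard error 0.38, adjusted p = 0.752), and the first step differed between the breeds (−3.69, standard error 0.49, adjusted p = 1.68e-04). CCNB2, NCAPG, DLGAP5 and CDC20, which act in mitosis, did not pass the intensity filter of 6 arrays. Under a filter of 3 arrays, CCNB2 rose at least 1.74-fold (adjusted p = 9.55e-04), DLGAP5 at least 1.97-fold (adjusted p = 8.95e-04), CDC20 at least 1.50-fold (adjusted p = 3.29e-04) and NCAPG at least 1.39-fold (adjusted p = 0.00672) in Meishan. On GD26, CCNB2 stood at 7.45 ± 0.19 log2 in Meishan and 6.24 ± 0.12 in Yorkshire, DLGAP5 at 7.63 ± 0.18 and 5.91 ± 0.69, CDC20 at 7.23 ± 0.19 and 5.95 ± 0.47, and NCAPG at 7.12 ± 0.17 and 6.70 ± 0.54 (mean ± SD). PCNA stood at 9.92 ± 0.05 log2 in Meishan and 8.75 ± 0.33 in Yorkshire on GD26 (mean ± SD).

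**Figure D4:**
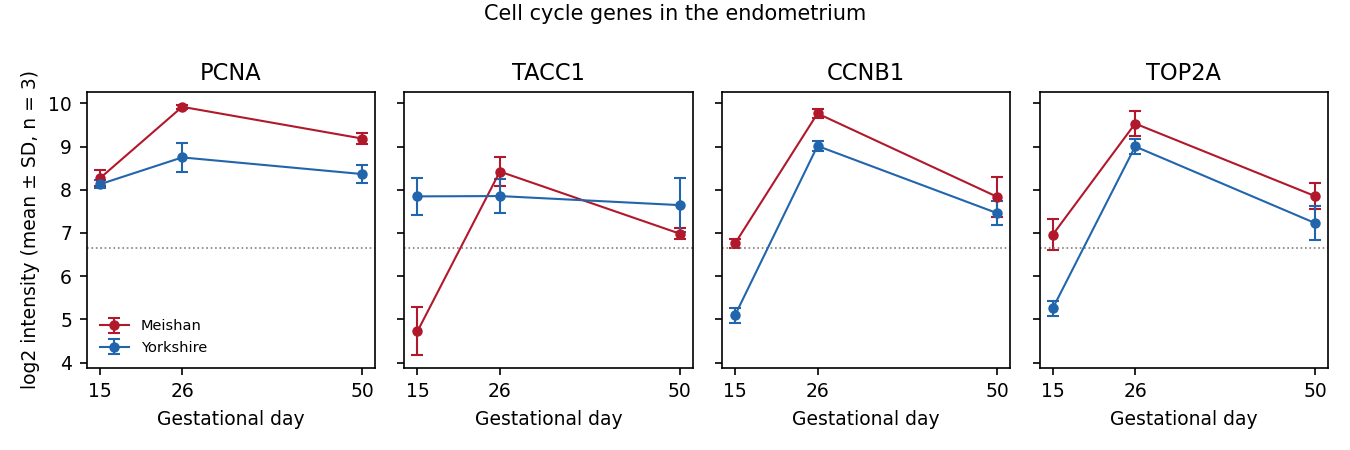
Log2 intensity (y axis) of PCNA, TACC1, CCNB1 and TOP2A by gestational day (x axis) in Meishan and Yorkshire, mean ± SD, n = 3 arrays, with a dotted line at an intensity of 100. CCNB1 and TOP2A peak on GD26 in both breeds, and TACC1 peaks only in Meishan.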

The cell cycle regulators are critical for controlling the stromal cell proliferation and differentiation during the implantation stage [50]. *PCNA* (proliferating cell nuclear antigen) is a cell cycle promoting gene which was observed primarily in uterine luminal epithelium and glandular epithelium at pre-implantation stage and its expression level was increased gradually in stromal cells and myometrium with progressing gestation [51,52,53]. This increased expression of cell cycle-related genes at the time of Meishan embryo implantation suggested that the cell proliferation and differentiation in Meishan endometrium were associated with the embryo attachment. Interestingly, gene ontology analysis using group 3 DEGs in Yorkshire endometrium (genes that have intensive expression at GD15) revealed that cell proliferation and cell cycle were among the most significantly enriched biological processes (Figure 6B, Table S10). 

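On GD15, TOP2A stood at 6.96 ± 0.35 log2 in Meishan and 5.26 ± 0.17 in Yorkshire, CCNB1 at 6.76 ± 0.11 and 5.10 ± 0.17, and CKS2 at 12.98 ± 0.17 and 13.67 ± 0.08 (mean ± SD, n = 3 arrays). The fitted changes from GD15 to GD26 were larger in Yorkshire for TOP2A (breed difference 1.17, standard error 0.33, adjusted p = 0.0160) and CCNB1 (0.91, standard error 0.27, adjusted p = 0.0207). For both genes they rest on Yorkshire GD15 arrays under an intensity of 100, so which breed rose more is not settled. Both differences are lost with a floor of 50. Of the 7 measured cell cycle genes, 2 had a higher change in Yorkshire, 3 a lower one (CKS2, MAD2L1 and PCNA) and 2 no called difference, unchanged over the list alone. As a list they had no called breed difference, with members in both directions (median −0.57, or −1.03 with intensities under 100 set to 100, where the test points upward, camera adjusted p = 0.915).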

Compared to group 3 in Yorkshire endometrium (Figure 6) with the group 1 in Meishan endometrium (Figure 4), we found that the cell cycle and cell proliferation regulators showed the opposite expression patterns between Meishan and Yorkshire endometrium during the embryo implantation stage (GD15). Taking into account the above, the genes that showed higher expression levels in endomtrium of Meishan pigs on GD15 and GD26 may influence the uterine receptivity by regulating the uterine cell phenotype and contribute to promoting the endometrium remodeling in Meishan pigs during the early pregnancy.

Compared to the Meishan breed, the decreased embryo survival in Yorkshire breed was suggested to be due to a promotive effect of the uterus on embryonic development and growth [6,54,55]. 

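LIF, a cytokine needed for implantation in mice, rose at least 3.52-fold (adjusted p = 5.67e-05) in Yorkshire from GD15 to GD26, and in Meishan it was called as a rise between days that both lay under an intensity of 100, a call lost with a floor of 50 (breed difference 4.00, standard error 0.39, adjusted p = 1.82e-05; n = 3 arrays per group). SPINT1, an inhibitor of epithelial serine proteases, rose at least 10.5-fold (adjusted p = 2.58e-06) in Yorkshire and was called as a rise at intensities under 100 in Meishan, with a breed difference of 3.45 (standard error 0.20, adjusted p = 4.55e-07). BSG, the glycoprotein basigin, rose by 1.87 (standard error 0.12, adjusted p = 3.64e-05) in Yorkshire and 0.33 (standard error 0.10, adjusted p = 0.0348) in Meishan (breed difference 1.54, standard error 0.16, adjusted p = 2.51e-05). The Meishan call of BSG is lost without the filter and without any of several single Meishan arrays. EPAS1, a hypoxia-inducible factor, rose by 2.22 (standard error 0.23, adjusted p = 2.86e-04) and 0.90 (standard error 0.14, adjusted p = 0.00235), again more in Yorkshire (1.32, standard error 0.27, adjusted p = 0.00299). TEAD4, a transcription factor of the trophectoderm, and FKBP8, an immunophilin, rose in Yorkshire, at least 2.76-fold (adjusted p = 7.54e-05) and at least 1.69-fold (adjusted p = 0.00148), with breed differences of 1.61 (standard error 0.28, adjusted p = 0.00107) and 2.00 (standard error 0.36, adjusted p = 0.00121).

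CFL1, an actin-severing cofilin, rose in Yorkshire (log2 fold change 1.89, standard error 0.16, adjusted p = 1.32e-04). The Meishan value was 0.28 (standard error 0.22, adjusted p = 0.312) (breed difference 1.61, standard error 0.27, adjusted p = 9.10e-04). Of the 8 genes including CDH1, 5 rose in Meishan (6 adjusted over the list alone) and 7 in Yorkshire, and 7 had a higher change in Yorkshire, which is not independent evidence since the paper chose them. From GD26 to GD50 none of the 8 was called in Yorkshire by limma at an adjusted p of 0.05.

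**Figure D5:**
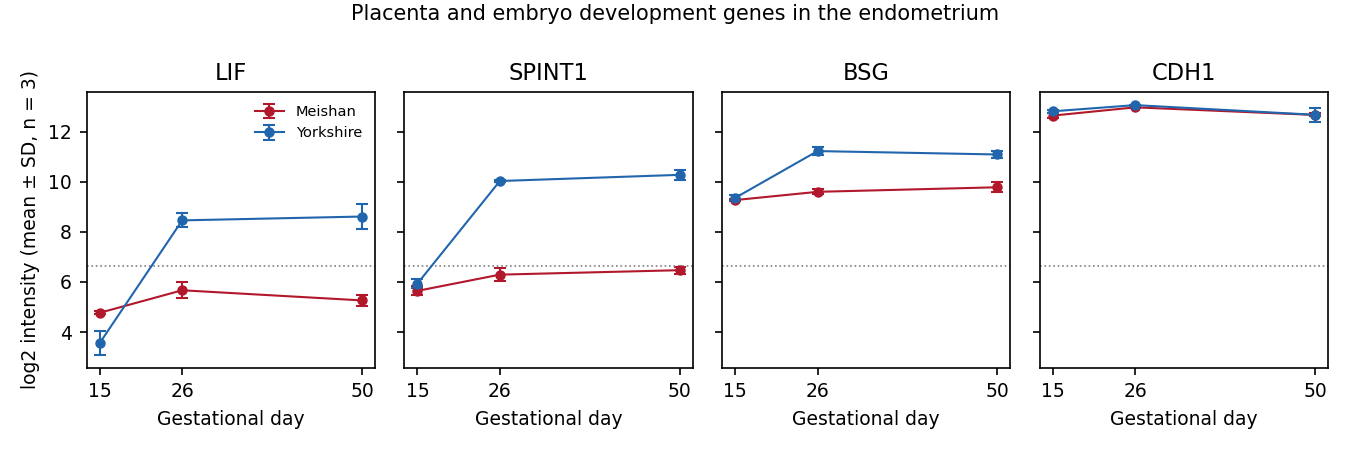
Log2 intensity (y axis) of LIF, SPINT1, BSG and CDH1 by gestational day (x axis) in Meishan and Yorkshire, mean ± SD, n = 3 arrays, with a dotted line at an intensity of 100. LIF and SPINT1 rise more in Yorkshire than in Meishan, and CDH1, on its brightest probe set, is nearly level in both.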

We found the genes that were associated with regulation of the maternal placenta development (*LIF*, *BSG*) and the chordate embryonic development (*FKBP8*, *EPAS1*, *TEAD4*, *CFL1*, *SPINT1*, *CDH1*) have intensive expression in Yorkshire endometrium at GD26 and GD50.The epithelial marker E-cadherin was found to be localized in luminal and glandular epithelial cells during the peri-implantation period of pregnancy [56]. 

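CDH1 changed little on its brightest probe set. From GD15 to GD26 it rose in Meishan (log2 fold change 0.33, standard error 0.05, adjusted p = 0.00216) and was not called in Yorkshire (log2 fold change 0.25, standard error 0.12, adjusted p = 0.119). No breed difference was called (−0.08, standard error 0.14, adjusted p = 0.654; n = 3 arrays per group). With the mean of its probe sets it rose in both breeds, by 1.10 log2 in Meishan and 3.83 in Yorkshire, and the breed difference turned to 2.73. From GD26 to GD50 it fell in Meishan (log2 fold change −0.30, standard error 0.05, adjusted p = 0.0103), a fall lost after cyclic loess, and was not called in Yorkshire (log2 fold change −0.39, standard error 0.12, adjusted p = 0.0897).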

Its encoding gene, *CDH1*, was up-regulated from GD15 to GD26 and then remained constant at GD50 (Figure 6). 

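GSK3B, a kinase of Wnt signalling, fell from GD15 to GD26 in both breeds. The fall was at least 1.65-fold (adjusted p = 0.00282) in Yorkshire and 0.98 log2 (standard error 0.12, adjusted p = 0.00105) in Meishan, without a breed difference (−0.67, standard error 0.32, adjusted p = 0.122; n = 3 arrays per group). ZEB2 has no probe set under its symbol in the annotation used, so no value is given for it.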

At the same time, we also detected the down-regulated expression of some genes which are involved in suppressing the expression of *CDH1* gene, such as the transcriptional repressor of E-cadherin gene (*SIP1*, also known as *ZEB2*), and *PTEN* and *GSK3B* genes [57,58]. A previous report found that the down-regulation of *SIP1* resulted in reduced invasion and migration of cells, along with the up-regulation of *CDH1* [59]. The up-regulation of *CDH1* also resulted in the increasing of the epithelial cell polarity and glandular formation by inducing mesenchymal-to-epithelial transition (MET) [60,61,62]. It has been indicated that the polarized uterine epithelial cells could secrete a large number of cytokines and growth factors to promote conceptus elongation and development [63,64]. These unique DEGs to Yorkshire endometrium may dynamically regulate uterine epithelial cell polarity, promote secretion of the endometrial gland, thereby stimulating the blastocyst growth and development.

## 4. Experimental Section

### 4.1. Animals and Tissue Collection

All the experimental and surgical procedures complied with the Guide for Care and Use of Laboratory Animals and were approved by the Biological Studies Animal Care and Use Committee of Hubei Province, China. The Meishan and Yorkshire gilts of similar age and weight were observed twice a day for estrous behavior using intact boars. On the day of first standing oestrus (Day 0) and 24 h later, Meishan and Yorkshire gilts from Jingpin farm of Huazhong Agricultural University were mated to boars of their respective breed. The first day of mating was considered to be Day 0 of gestation. Pregnancy was confirmed by the presence of normal conceptus in the uterine flushing (Day 15) or at hysterectomy (Days 26 and 50). Uteri were obtained from animals slaughtered on Days 15, 26 and 50 of gestation (*n* = 2 gilts//breed/gestational day). Tissue collection were according to the descriptions by Su *et.al* (2014) [65]. The endometrial tissues were placed in liquid nitrogen immediately and stored at −80 °C until extraction of RNA.

### 4.2. Porcine Affymetrix GeneChip Hybridization and Data Analysis

Total RNA was extracted from the frozen tissues using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. In order to prevent contamination of genomic DNA, RNase-free DNase kit (Qiagen, Valencia, CA, USA) was used according to the manufacturer’s manual. Total RNA concentrations and quality were determined by using a NanoDrop ND-2000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Then, the amount of each RNA sample used for subsequent microarray analysis was made to be equal in a unit volume. As described by Su *et al*. (2014) [65], for each breed, RNA sample from one endometrial site of one gilt was pooled in equal volume with that from the corresponding site of the other gilt on each gestational day. Thus, three pools of RNA samples from three different conceptus-attachment sites of two gilts on each gestational day for each breed were used for the microarray hybridization. The RNAs were sent to a commercial service for hybridization to the Porcine AffymetrixGenechip^®^ (Affymetrix, Santa Clara, CA, USA).

The raw data intensity files were read into R [66] and preprocessed using functions of the Affy and GCRMA packages of the BioConductor project [67]. Probe sets whose intensity was above 100 in at least six arrays were retained and then subjected to identification of the significantly differentially expressed genes by the linear model and the empirical Bayes methods (Limma R package). The genes expressed by the endometrium with significant changes at the three different gestational stages were identified in each breed and the comparisons of GD26 *vs.* GD15 and GD50 *vs.* GD26 were made within each breed. The raw *p*-values were adjusted for multiple testing using the Bonferroni and Hochberg false discovery rate methods. Lists of DEGs were selected on the basis of an adjusted *p*-value of ≤0.05 and fold change (FC) ≥2. DEGs were considered to be unique to Meishan (Yorkshire) pigs if they obtained an adjusted *p*-value <0.05 and FC ≥ 2 in Meishan (Yorkshire) pigs dataset but *p*-value >0.05 and FC < 1.5 in Yorkshire (Meishan) pigs dataset. Probe annotation was firstly done using the file supplied by Tsai *et al*. [68]. The target sequences of the probe sets were confirmed by BLAST in porcine genome as well as other genomes including human, mouse and bovine. In total, 23,985 (99% of all) probe sets were assigned RefSeq annotation. All microarray data have been deposited into the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE51787 [69].

### 4.3. Clustering Analysis

The expression values for the differentially expressed genes obtained by averaging the intensity values of analogous probe sets on the microarray were subjected to unsupervised hierarchical clustering analysis by correlation similarity matrix and complete linkage algorithms using R language.

### 4.4. Gene Ontology (GO) and KEGG Pathway Analysis

Gene Ontology (GO) enrichment analysis was performed by tools available at DAVID Bioinformatics Resources to detect the overrepresented functional gene categories [70,71]. The list of differentially expressed genes was uploaded into KEGG (Kyoto Encyclopedia of Genes and Genomes) [72] to identify the statistically significantly enriched biological pathways in which the differentially expressed genes participated. The network was built by Cytoscape [73].

### 4.5. Quantitative RT-PCR for DEGs Validation

Quantitative RT-PCR was used to verify the differential expression of 13 genes that were detected by the Affymetrix GeneChip. Total RNA from three endometrial samples from each gilts (*n* = 4 gilts/gestational day) was reversely transcribed using SuperScript II Reverse Transcriptase and Oligo(dT) (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The quantitative RT-PCR was performed on 36 endometrial samples in total (attachment sites/gilts/breeds/gestational days) for each gene to be validated. The primers were listed in Table S12. Each real-time RT-PCR reaction (in 25 μL) contained 2× SYBR Green Real-time PCR Master Mix (Toyobo, Japan), 0.4 μM primers, and 0.5 μL of template cDNA. The cycling conditions consisted of an initial, single cycle of 5 min at 95 °C, followed by 40 cycles of 30 s at 95 °C, 30 s at 60 °C, 15 s at 72 °C, and melting curves were obtained by increasing the temperature from 58 to 95 °C at 0.5 °C/s for 10 s. The PCR amplifications were performed in triplicate for each sample. The LightCycler 480 Software 1.5 (Roche, Risch, canton of Zug, Switzerland) was used to obtain *C*_t_ values. Relative quantification analyses were done in EXCEL using the comparative *C*_t_ method. The gene expression levels were quantified relative to the expression of *ACTB* by employing an optimized comparative *C*_t_ (ΔΔ*C*_t_) value method. The differences in gene expression levels between groups were compared using the Student’s *t*-test. A *p*-value ≤0.05 was considered significant.

## 5. Conclusions

Collectively, the study revealed the common differentially expressed genes in endometrium on days 15, 26 and 50 of gestation in Meishan and Yorkshire pigs which were likely essential for the embryo implantation and placentation in pigs. Findings regarding the genes which were unique to either Meishan or Yorkshire pigs could suggest that different genes or pathways might be involved in endometrial remodeling in two pig breeds during early and mid-gestation.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/09/22692/s1.

# Supplementary material for: Transcriptome Analysis Revealed the Embryo-Induced Gene Expression Patterns in the Endometrium from Meishan and Yorkshire Pigs
**Source:** Int J Mol Sci. 2015 Sep 18;16(9):22692–710. doi: 10.3390/ijms160922692
**Supplement:** Supplementary file 1

# Supplementary Information

**Table S12.** Primers used for quantitative RT-PCR.

| Gene      | Primer    | Primer Sequences (5'–3') | Primer Location | Tm (°C) | Size (bp) |
|-----------|-----------|--------------------------|-----------------|---------|-----------|
| THBS1     | THBS1-F   | AGCAGCCGTTTCTATGTT       | Exon 19–20      | 60      | 220       |
|           | THBS1-R   | AATCTTTCCAGCCTATGTG      | Exon 20         |         |           |
| HMOX1     | HMOX1-F   | CGCTCCCGAATGAACACT       | Exon 3          | 60      | 137       |
|           | HMOX1-R   | TGGTCCTTAGTGTCCTGGGT     | Exon 4          |         |           |
| PRLR      | PRLR-F    | CTTGGTGGTGGCTGCGTC       | Exon 10         | 60      | 169       |
|           | PRLR-R    | GGGAGGTCCAGGGATTGT       | Exon 10         |         |           |
| HSD17B2   | HSD17B2-F | GCATAGTATTTGCTGGAGTTCT   | Exon 1          | 60      | 244       |
|           | HSD17B2-R | CATCGTTTGTATTGGGTCAT     | Exon 2          |         |           |
| STC1      | STC1-F    | TGAGGCGGAGCAGAATGA       | Exon 1          | 60      | 279       |
|           | STC1-R    | CGAATGGCGAGGAAGACC       | Exon 1          |         |           |
| ITGB3     | ITGB3-F   | CGGCAGGTGGAGGATTAC       | Exon 4          | 60      | 248       |
|           | ITGB3-R   | ATGGGCAAACAGGTGGTCT      | Exon5           |         |           |
| IGFBP3    | IGFBP3-F  | CAGAGCACGGACACCCAGAA     | Exon 2          | 60      | 225       |
|           | IGFBP3-R  | CTTATCCACGCACCAGCAGA     | Exon 4          |         |           |
| MMP7      | MMP7-F    | ACACTGTTGCTACACTTCAC     | Exon 2          | 60      | 140       |
|           | MMP7-R    | TGCCTGAGGAGAGTCAAGAT     | Exon 6          |         |           |
| S100A9    | S100A9-F  | CAAATGTCGCAGATGGAATG     | Exon 2          | 60      | 178       |
|           | S100A9-R  | GGATGTGGTTTATGGCTTTC     | Exon 3          |         |           |
| STAT1     | STAT1-F   | CTGCCAATGATGTTTCGT       | Exon 4          | 60      | 123       |
|           | STAT1-R   | TGCTTTTCCTAATGTTATGCT    | Exon 4          |         |           |
| MSX1      | MSX1-F    | TGTGGTTTCTCCTCGGT        | 3'-UTR          | 60      | 267       |
|           | MSX1-R    | ATTTGTCTGGGCTTTTCC       | 3'-UTR          |         |           |
| BMP4      | BMP4-F    | TAGGAGCCATTCTGTAGTGC     | Exon 2          | 60      | 228       |
|           | BMP4-R    | CCCCGTCTCAGGTATCAA       | Exon 4          |         |           |
| LIF       | LIF-F     | GAGCCATTTCCCAACAAC       | Exon 2          | 60      | 120       |
|           | LIF-R     | GTAGGCGATGATGCGGTA       | Exon 3          |         |           |
| β-actin * | Actb-F    | ACGTGGACATCAGGAAGGAC     |                 | 60      | 210       |
|           | Actb-R    | ACATCTGCTGGAAGGTGGAC     |                 |         |           |

\* β-actin serves as the control gene for the endomtrium genes.

How the deposited data were processed for this re-analysis (not part of the article)

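The arrays measured RNA of the endometrium of Meishan and Yorkshire gilts on GD15, GD26 and GD50, with 18 arrays of the Affymetrix porcine GeneChip, 3 for each of the 6 groups of breed and day. Each array held a pool of attachment sites of 2 gilts, and the 3 pools of a group came from the same gilts. According to the authors, the log2 values were made from the intensity files in R with the affy and GCRMA packages of Bioconductor, by background correction, normalization and summarization, before they were deposited. The notes of the submitters also name RMA, and no versions are given. The deposited file holds these log2 intensities for 24123 probe sets, from 2.18 to 16.05, without missing values, and 124 of the probe sets are controls. The raw intensity files were not used, so the background correction and the normalization of the authors could not be varied. Over the probe sets past the filter described next, 2 arrays of a group correlated at 0.948 to 0.991, and any 2 arrays shared at most 0.987% equal values.

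Differential expression was computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), in 1 fit per breed over its 3 days, on all 24123 probe sets. Probe sets with an intensity above 100 in at least 6 of the 18 arrays were kept, which left 9399, of which 79 are controls, and 9320 without them. A DEG has a Bonferroni adjusted p of at most 0.05 over the 24123 probe sets and a fold change of at least 2. A probe set rose or fell where the Benjamini-Hochberg adjusted p over the 9320 was under 0.05, and this is the adjusted p given for single genes. The eBayes prior had 0.547 degrees of freedom in Meishan and 0.618 in Yorkshire, against 3.67 and 3.44 when the filter came before the fit. On all probe sets, 5533 had an SD under 0.001 between the Meishan GD15 arrays, at the lowest values. The breed difference is the Yorkshire change minus the Meishan change in 1 limma fit over the 6 groups, with a Benjamini-Hochberg adjustment over the 9320. A DEG is unique to a breed where, in at least 1 of the comparisons in which it is called, the other breed had p above 0.05 and a fold change under 1.5, and where the other breed has no DEG call in either comparison. Common DEGs are called in both breeds in the same comparison and in the same direction, and the temporal pattern of a DEG is its pair of calls over the 2 steps. The fits and the set test were tested on simulated data with the same groups, with and without planted changes.

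Gene names came from the probe annotation of the platform, updated by gene identifier: 10099 probe sets have 1 symbol, 198 have several and 13826 have none. Of the probe sets past the filter, 5246 have 1 symbol, for 4340 genes, and a gene with several probe sets is represented in the gene lists by the brightest. Gene lists of uterine, placental, immune and housekeeping genes were written before the deposited values were seen, and those with at least 5 measured genes were tested with camera of limma, with a preset correlation of 0.01 between genes and again with an estimated one, Benjamini-Hochberg adjusted over the lists of a comparison. Counts over a list are also given with the adjustment made over the list alone. The named genes are the 8 DEGs with the largest rise and the 8 with the largest fall in each comparison that have 1 symbol, up to 4 members of each list with the largest change past the test, and every gene the paper names. The values of the paper's Tables S1 and S2 had been seen when this rule was written. Where all arrays of the dimmer group of a comparison lay under an intensity of 100, the change is a lower bound, with 100 in place of that group, and no fold is given where both groups did. For a gene the paper names, the probe set is the one of Table S1 or S2, where it is listed there. The figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

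Chance was tested with the 10 splits of the 6 arrays of 2 days into 2 groups of 3, and with 100 labellings of the breeds within days, the real one and 99 random exchanges with a fixed seed. The alternatives set before the data were examined were Benjamini-Hochberg in place of Bonferroni, the filter before the fit, no filter, an intensity above 200, at least 3 arrays above 100, 1 fit over both breeds, the replicate number as a block, quantile normalization, centring of each array on the median of the probe sets past the filter, a floor of 50, a mean-variance trend in eBayes, counts of gene symbols, the mean of the probe sets of a gene, an estimated correlation in camera, 3 other rules for unique DEGs, and leaving out each array in turn. Cyclic loess and quantile normalization over the probe sets past the filter, the Yorkshire GD26 group from array 1 alone, and the 2 settings that fit the filtered probe sets with Bonferroni over all were added after seeing the data. Left out were the RT-PCR values, which were not analysed here, and the enrichment of functions and pathways, since no annotation of gene functions was at hand. The results of some genes and of 1 gene list are not reported here. Of Table S2 only the first 1177 of the 1649 entries could be read, so no overlap with it is given.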

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

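The tests of the endometrium as the source of PLET1, of less labelled RNA, of even dimming, of RNA ends, of the gilts, of the labellings without exchanges of a whole day and of the splits of arrays between 2 days, the limit of 4 log2 units for single genes and the need of at least 5 measured markers for a source of tissue, were chosen after the result was seen. Each result here either differed between the breeds in a test of the difference itself or is a signal that the paper does not report on.

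A breed difference was called by limma for 3410 probe sets in GD26 vs. GD15 and for 442 in GD50 vs. GD26. Of 100 labellings of the breeds within days, the real one and 99 random exchanges, 1, the real one, gave as many as 3410. The highest of the others gave 2322. Most exchanges put arrays of both breeds into the same group, which adds any breed difference of that day to the spread of the group. Such a labelling gives few calls with or without a difference in the change, so this test cannot decide on chance for the 3410. Chance differences between the gilts of a group were not tested. For the 442, 13 of the 100, the real one among them, gave as many, with 6112 at the highest. Both of these highest counts came from 1 of the 18 exchanges that swap the breeds of a whole day, here GD50. It kept all breed labels of GD26, so it still holds any breed difference of that day. With GD50 swapped, a breed difference shared by GD26 and GD50 also enters the change between them. This exchange is therefore not a labelling without a breed difference. Of the 82 labellings without such a swap, the real one included, 1 gave as many as 3410 (258 the highest of the others). As many as 442 came from 5 (2189 the highest of the others). The 4 random ones among these 5 kept all breed labels of GD26 or of GD50, so they still hold any breed difference of that day. For the 442, this test therefore cannot decide on chance. For the 4 DEG counts of 209, 33, 411 and 35, 1 of 10 splits, the real one, gave as many, the highest other split had 0 limma calls in each, and 10 splits are too few for a share under 0.05.

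In GD26 vs. GD15, the breed difference was called for several gene lists, 4 of them given here. The median was 0.30 for extracellular matrix genes (or 0.30 with intensities under 100 set to 100, camera adjusted p = 9.43e-04, adjusted p = 0.127 with an estimated correlation). Trophoblast and placenta genes stood at 0.26 (or 0.26 with intensities under 100 set to 100, camera adjusted p = 0.00318, adjusted p = 0.192 with an estimated correlation). Stress and early response genes had 0.23 (or 0.23 with intensities under 100 set to 100, camera adjusted p = 0.00200, adjusted p = 0.0839 with an estimated correlation). For nutrient and ion transport genes the median was 0.21 (or 0.24 with intensities under 100 set to 100, camera adjusted p = 0.0121, adjusted p = 0.0839 with an estimated correlation).

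In GD50 vs. GD26, 6 lists were called. Interferon response genes had a median of −1.25 (or −0.60 with intensities under 100 set to 100, camera adjusted p = 1.94e-06, adjusted p = 0.293 with an estimated correlation), and trophoblast and placenta genes one of −0.51 (or −0.51 with intensities under 100 set to 100, camera adjusted p = 4.93e-04, adjusted p = 0.271 with an estimated correlation). Stress and early response genes stood at −0.38 (or −0.29 with intensities under 100 set to 100, camera adjusted p = 0.00277, adjusted p = 0.271 with an estimated correlation). Steroid hormone metabolism genes had −0.13 (or −0.26 with intensities under 100 set to 100, camera adjusted p = 0.0270, adjusted p = 0.271 with an estimated correlation). The median was 0.55 for genes of monocytes, macrophages and granulocytes (or 0.53 with intensities under 100 set to 100, camera adjusted p = 0.0350, adjusted p = 0.523 with an estimated correlation) and 0.49 for smooth muscle genes (or 0.49 with intensities under 100 set to 100, camera adjusted p = 0.0326, adjusted p = 0.441 with an estimated correlation).

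Of the named genes, 109 had a breed difference in GD26 vs. GD15 and 42 in GD50 vs. GD26, and the fitted values beyond 4 log2 units follow. For each of these genes but ISG15, all arrays of at least 1 group lay under an intensity of 100. TFRC, the transferrin receptor (6.98), GSTA1, a glutathione transferase (6.33, standard error 0.44, adjusted p = 9.61e-07), COMMD7 (4.85), COL1A2, a collagen chain (4.65), and POSTN, a matricellular protein (4.61, standard error 1.24, adjusted p = 0.0123), were higher in Yorkshire in the first step. CLDN10, a claudin, was lower (−4.00). In the second step GSTA1 (−6.42, standard error 0.44, adjusted p = 7.33e-06), POSTN (−5.57, standard error 1.24, adjusted p = 0.0235), OAS1, an antiviral synthetase (−4.93, standard error 0.54, adjusted p = 3.50e-04), PLAC1, named for the placenta (−4.47, standard error 0.95, adjusted p = 0.0188), COMMD7 (−4.06, standard error 0.66, adjusted p = 0.00469), ISG15, a ubiquitin-like interferon target (−4.03, standard error 0.78, adjusted p = 0.0121), and PLAC8 (−4.00, standard error 0.60, adjusted p = 0.00302) were lower in Yorkshire. SLC7A9, an amino acid transporter, was higher (4.43, standard error 0.35, adjusted p = 2.11e-05), where it lay under 100 on all arrays from GD26 in Yorkshire and on GD50 in Meishan. The POSTN difference was not called in either step with a floor of 50, nor in the second step without Meishan GD50 replicate 1 or 2. With the mean of the probe sets of a gene, the differences were 3.36 and −3.61 in the 2 steps for GSTA1 and 2.48 and −2.16 for COMMD7, under the limit of 4.

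PLET1 and DPPA5, which the paper does not discuss, had fitted log2 changes from GD15 to GD26 of 12.54 in Meishan and 12.67 in Yorkshire for PLET1 and 12.05 and 12.42 for DPPA5. Chorion in the samples of GD26 and GD50 is a candidate source, since 6 of the other 11 measured members of the placental list rose in both breeds. Expression in the endometrium itself cannot be told apart from it, since PLET1 had a mean of at most 2.23 log2 on GD15 and the tissue of the later days cannot be split into its parts. Fetal blood or yolk sac cannot be told apart from these, since only 3 of its 24 listed markers were measured, of which 0 rose in both breeds by limma, and APOA2, which did not pass the filter, rose in Meishan.

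The Yorkshire arrays of GD26 and GD50 stood apart from the others, with hybridization controls of at least 11.71 log2 against at most 11.33 on the other 12, and less labelled RNA on these arrays is a candidate source. More degradation from the 5' end is argued against, since the actin 3' minus 5' difference was lower on these arrays than on those of Yorkshire GD15 (−0.87 log2). The arrays did stand apart in that other direction. The actin difference averaged 1.40 log2 on these 6 arrays and 2.21 on the other 12, and that of GAPDH 0.94 and 1.17. Whether this shift changed probe sets by their position in the transcript was not tested. Even dimming is not the whole source of the breed difference in GD26 vs. GD15, since 2536 probe sets were called after median centring against 3410 as deposited. Labelling or hybridization that depends on the probe cannot be told apart from a breed difference. Over 719 genes, the 2 brightest probe sets of a gene correlated at 0.463 for the Yorkshire minus Meishan difference on GD26. On GD15 that correlation was 0.636, although the differences were smaller there (SD of 0.545 against 1.18 on GD26). For the GD26 minus GD15 difference it was 0.735 in Meishan and 0.649 in Yorkshire. A difference between the breeds from GD26 on stays open and untested, since there are no other Yorkshire arrays of these days here.

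Of 22 interferon response genes, 7 fell from GD26 to GD50 in Yorkshire and 4 rose in Meishan, and 11 had a lower change in Yorkshire. With the replicate number as a block, the IFIT1 rise in Meishan and the breed differences of IFIT1 and IFIT3 were no longer called. Dimmer Yorkshire arrays are argued against, since 10 of the 11 were called after median centring. A single array is argued against, since at least 7 were called when any 1 array was left out, the fewest without Meishan GD50 replicate 2. A difference between the 2 gilts of a group and other gilts of their breed cannot be told apart from a breed difference, since each group has 2 gilts and every pool holds the same ones. Other lists were also called by camera in this step, but none of them with an estimated correlation (adjusted p of 0.271 or more). The median breed difference was −0.51 for trophoblast and placenta, −0.38 for stress and early response and −0.13 for steroid hormone metabolism genes. It was 0.55 for genes of monocytes, macrophages and granulocytes and 0.49 for smooth muscle genes. Exchanges of the breed labels could not decide on chance for this step. The change of interferon response genes from GD26 to GD50 may differ between the breeds, with 7 members the fewest called. This is a hypothesis found and tested on the same data. Whether such a difference lies in the response to interferon, and on which of the days, was not tested.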

How the results depend on the processing

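The cyclic loess, the quantile normalization past the filter, the Yorkshire GD26 group from array 1 alone and both settings with the filter before the fit and Bonferroni over all were chosen after the result was seen. With 3 pools of the same 2 gilts per group, the spread between arrays is that of attachment sites, and genes above an intensity of 100 in fewer than 6 arrays were not tested.

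Counts of DEGs that moved by over 1.5 times against those given at the results were, with Benjamini-Hochberg in place of Bonferroni, 2181 in Meishan GD26 vs. GD15, 589 in Meishan GD50 vs. GD26, 4090 in Yorkshire GD26 vs. GD15, 635 in Yorkshire GD50 vs. GD26, 1788 common to both breeds, 224 unique to Meishan, 1074 unique to Yorkshire and 1433 common with the same pattern. With the filter before the fit they were 729 in Meishan GD26 vs. GD15, 134 in Meishan GD50 vs. GD26, 1119 in Yorkshire GD26 vs. GD15, 105 in Yorkshire GD50 vs. GD26, 419 common to both breeds, 42 unique to Meishan, 140 unique to Yorkshire and 382 common with the same pattern. A single fit over both breeds gave 654 in Meishan GD26 vs. GD15, 106 in Meishan GD50 vs. GD26, 1692 in Yorkshire GD26 vs. GD15, 167 in Yorkshire GD50 vs. GD26, 526 common to both breeds, 24 unique to Meishan, 276 unique to Yorkshire and 491 common with the same pattern, and 928 probe sets that rose and 1278 that fell in Yorkshire GD50 vs. GD26. Counted as gene symbols there were 128 in Meishan GD26 vs. GD15, 21 in Meishan GD50 vs. GD26, 248 in Yorkshire GD26 vs. GD15, 22 in Yorkshire GD50 vs. GD26, 52 common to both breeds, 29 unique to Yorkshire and 46 common with the same pattern. No intensity filter gave 51 in Meishan GD50 vs. GD26, 20 unique to Meishan and 78 unique to Yorkshire, median centring 749 in Yorkshire GD26 vs. GD15, 62 in Yorkshire GD50 vs. GD26, 180 common to both breeds, 75 unique to Yorkshire and 166 common with the same pattern, and with a floor of 50 there were 69 unique to Yorkshire. Requiring the rule for unique DEGs in both comparisons left 0 unique to Meishan and 22 unique to Yorkshire, no bound on the other breed gave 142 unique to Meishan and 341 unique to Yorkshire, and the breed difference test 54 unique to Meishan and 275 unique to Yorkshire, by construction of the rule. For the filter before the fit with Bonferroni over all the counts were 556 in Meishan GD26 vs. GD15, 86 in Meishan GD50 vs. GD26, 854 in Yorkshire GD26 vs. GD15, 74 in Yorkshire GD50 vs. GD26, 330 common to both breeds, 22 unique to Meishan, 92 unique to Yorkshire and 309 common with the same pattern, and for 1 fit with the same filter and adjustment 823 in Meishan GD26 vs. GD15, 151 in Meishan GD50 vs. GD26, 2040 in Yorkshire GD26 vs. GD15, 224 in Yorkshire GD50 vs. GD26, 671 common to both breeds, 37 unique to Meishan, 370 unique to Yorkshire and 611 common with the same pattern. From Yorkshire GD26 array 1 alone, a group of 1 array whose spread comes from the other groups, there were 53 in Yorkshire GD26 vs. GD15, 8 in Yorkshire GD50 vs. GD26, 19 common to both breeds, 10 unique to Yorkshire and 19 common with the same pattern, with 2106 probe sets with a breed difference in GD26 vs. GD15 and 327 that rose in Yorkshire GD50 vs. GD26. Of the calls of named genes, 109 ended there, with a log2 change 0.92 times that of the 3 arrays at the median (0.39 to 1.37 times), so an ended call in this setting says little about the change itself. As examples, the HSD3B1 breed difference in GD26 vs. GD15 was 1.96, and the falls in Yorkshire GD26 vs. GD15 were −1.25 for EMP2 and −1.60 for BCAR1 (log2), none of them called. Cyclic loess left 2618 probe sets that fell in Yorkshire GD26 vs. GD15. Of the calls of gene lists, 33 became 3 with an estimated correlation. The cause of the other moves was not tested.

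With the replicate number as a replicate block, limma called 71 in Meishan GD26 vs. GD15, 4 in Meishan GD50 vs. GD26, 108 in Yorkshire GD26 vs. GD15, 8 in Yorkshire GD50 vs. GD26, 20 common to both breeds, 2 unique to Meishan, 6 unique to Yorkshire and 20 common with the same pattern. After removing group means, 7 of 18 pairs of arrays with the same number correlated above 0.1, from −0.14 to 0.33, and in 7 of 18 the own number correlated best. Between Meishan GD26 and GD50 all 3 pairs lay above 0.1 (0.18, 0.13 and 0.33), but number 1 correlated better with another number (0.19). The gilts were slaughtered on each day, so a number cannot mark the same animals on both days. Whether the numbers mark pairs in that step is not settled. The block took its DEGs from 33 to 4, and leaving out 1 array took them to as few as 6.

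Leaving out 1 array at a time, the DEG counts ranged as follows: 79 to 209 in Meishan GD26 vs. GD15 (lowest without Meishan GD26 replicate 2), 6 to 33 in Meishan GD50 vs. GD26 (lowest without Meishan GD50 replicate 1), 143 to 411 in Yorkshire GD26 vs. GD15 (lowest without Yorkshire GD15 replicate 2), 9 to 35 in Yorkshire GD50 vs. GD26 (lowest without Yorkshire GD26 replicate 2), 43 to 66 common to both breeds (lowest without Meishan GD26 replicate 2), 1 to 14 unique to Meishan (lowest without Meishan GD26 replicate 2), 7 to 61 unique to Yorkshire (lowest without Yorkshire GD15 replicate 3), 41 to 63 common with the same pattern (lowest without Meishan GD26 replicate 2). Without any 1 of the 9 Meishan arrays, Meishan GD26 vs. GD15 had 79 to 120 DEGs. Other counts of probe sets ranged as follows: 2685 to 4028 with a breed difference in GD26 vs. GD15, 228 to 643 with a breed difference in GD50 vs. GD26 (lowest without Meishan GD26 replicate 3), 1785 to 2171 that rose in Meishan GD26 vs. GD15, 1991 to 2489 that fell in Meishan GD26 vs. GD15, 388 to 898 that rose in Meishan GD50 vs. GD26 (lowest without Meishan GD50 replicate 1), 517 to 1166 that fell in Meishan GD50 vs. GD26 (lowest without Meishan GD50 replicate 1), 1620 to 1941 that rose in Yorkshire GD26 vs. GD15, 3355 to 4344 that fell in Yorkshire GD26 vs. GD15, 366 to 788 that rose in Yorkshire GD50 vs. GD26 (lowest without Yorkshire GD26 replicate 3), 469 to 732 that fell in Yorkshire GD50 vs. GD26 (lowest without Yorkshire GD15 replicate 2). Of the other arrays that moved these counts by over 1.5 times, the breed difference in GD50 vs. GD26 had 260 and 246 without Meishan GD50 replicates 1 and 2, the rises in Meishan GD50 vs. GD26 were 442 without Meishan GD26 replicate 3 and 419 and 423 without Meishan GD50 replicates 2 and 3, and the falls 569 and 531 without Meishan GD26 replicates 2 and 3 and 573 and 567 without Meishan GD50 replicates 2 and 3. The gene lists called ranged from 30 to 38.

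The sign turned in a few cases, without a test of the cause. The median breed difference in GD26 vs. GD15 became 0.00676 for endometrial secretion genes without Meishan GD15 replicate 3, the highest of a range from −0.31, and 0.11 for cholesterol synthesis genes without Meishan GD26 replicate 1, in a range from −0.15 to 0.13. Log2 fold changes turned to 0.0738 for RPL4 in Yorkshire GD26 vs. GD15 with median centring, and to 0.20 for HSP70.2 in Meishan GD26 vs. GD15 without Meishan GD15 replicate 3 (from −0.36 over the arrays). With cyclic loess, ETNPPL stood at 0.36 in Meishan and 1.19 in Yorkshire, GZMH at 0.0241 in Yorkshire and HP at 0.62 in Yorkshire, all in GD26 vs. GD15, and the CEACAM1 breed difference in that step was 0.28 with quantile normalization past the filter. With the mean of the probe sets of a gene, the breed difference in GD26 vs. GD15 became 2.73 for CDH1, 1.39 for GAPDH and 0.24 for PECAM1, and log2 fold changes became 0.49 for COL5A1 in Meishan GD26 vs. GD15, 0.72 for RPL32 in Yorkshire GD26 vs. GD15, and −1.08 in Meishan GD50 vs. GD26 and −0.23 in Yorkshire GD26 vs. GD15 for GSTA1. Of the other values over all settings, 28357 were the same, 316 stronger and 1139 weaker for the named genes, given at a result or not, and 2505, 40 and 63 for the gene lists.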

Differences from the paper's values

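Settings named as chosen after seeing the values were tested after the result was seen. The counts use the paper's fold change, p and intensity limits, with Bonferroni over all probe sets, where the methods name both Bonferroni and a false discovery rate and the caption of the diagram of these counts a false discovery rate under 0.05. The adjusted over the raw p of Table S1 has a median of 24127, close to the number of probe sets, as it would be under Bonferroni. With Benjamini-Hochberg in its place the counts of the 4 comparisons were 2181 and 589 in Meishan and 4090 and 635 in Yorkshire. The methods place the intensity filter before the fit, and here the fit came first, so the order of the paper is the alternative with the filter before the fit. A count is taken as within the paper's value where the 2 differ by at most 1.5 times. For each value, the alternatives set before the data were examined that are not named do not bring it within the paper's value. Of the 689 entries of Table S1, 627 pass the filter as stated on the deposited values. Of the calls of Table S1, 151 of 641 in GD26 vs. GD15 and 14 of 79 in GD50 vs. GD26 are DEGs here, so that 490 and 65 are dropped. The paper has 641 for DEGs in Meishan GD26 vs. GD15, and 209 was found here, which comes within the paper's value as 729 with the filter before the fit and 654 with one fit over both breeds, and, chosen after seeing the values, as 556 with the filter before the fit and Bonferroni over all (dropping 250 of 641 and 42 of 79 calls of Table S1) and 823 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 79 for DEGs in Meishan GD50 vs. GD26, and 33 was found here, which comes within the paper's value as 106 with one fit over both breeds, and, chosen after seeing the values, as 86 with the filter before the fit and Bonferroni over all (dropping 250 of 641 and 42 of 79 calls of Table S1). The paper has 1598 for DEGs in Yorkshire GD26 vs. GD15, and 411 was found here, which comes within the paper's value as 1119 with the filter before the fit and 1692 with one fit over both breeds, and, chosen after seeing the values, as 2040 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 91 for DEGs in Yorkshire GD50 vs. GD26, and 35 was found here, which comes within the paper's value as 105 with the filter before the fit and 62 with median centring, and, chosen after seeing the values, as 74 with the filter before the fit and Bonferroni over all (dropping 250 of 641 and 42 of 79 calls of Table S1). The paper has 689 for DEGs of Meishan in either step, and 236 was found here, which comes within the paper's value as 812 with the filter before the fit and 718 with one fit over both breeds, and, chosen after seeing the values, as 611 with the filter before the fit and Bonferroni over all (dropping 250 of 641 and 42 of 79 calls of Table S1) and 913 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 1649 for DEGs of Yorkshire in either step, and 435 was found here, which comes within the paper's value as 1183 with the filter before the fit and 1790 with one fit over both breeds, and, chosen after seeing the values, as 2170 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 228 for common DEGs, and 90 was found here, which comes within the paper's value as 180 with median centring, and, chosen after seeing the values, as 330 with the filter before the fit and Bonferroni over all (dropping 250 of 641 and 42 of 79 calls of Table S1). The paper has 73 for DEGs unique to Meishan, and 10 was found here, which comes within the paper's value as 54 with the breed difference test. The paper has 536 for DEGs unique to Yorkshire, and 45 was found here, which comes within the paper's value under no alternative set before the data were examined, and, chosen after seeing the values, as 370 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1).

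The temporal patterns of the paper come from clustering, and here from the calls in both steps. The paper has 167 for common DEGs with the pattern down then not called, and 16 was found here, which comes within the paper's value as 137 with the filter before the fit and 166 with one fit over both breeds, and, chosen after seeing the values, as 215 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 21 for common DEGs with the pattern not called then up, and 5 was found here, which comes within the paper's value as 24 with Benjamini-Hochberg, and, chosen after seeing the values, as 18 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 23 for common DEGs with the pattern up then not called, and 62 was found here, which comes within the paper's value as 33 with gene symbols counted, 17 with a replicate block and 31 without Meishan GD26 replicate 2, and, chosen after seeing the values, as 16 with Yorkshire GD26 from array 1 alone (dropping 490 of 641 and 65 of 79 calls of Table S1). The paper has 17 for common DEGs with the pattern up then down, and 0 was found here, which comes within the paper's value under no alternative set before the data were examined, and, chosen after seeing the values, as 13 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 31 for DEGs unique to Meishan with the pattern up then down, and 0 was found here, which comes within the paper's value as 23 with Benjamini-Hochberg. The paper has 19 for DEGs unique to Meishan with the pattern up then not called, and 2 was found here, which comes within the paper's value as 24 with the filter before the fit, and, chosen after seeing the values, as 13 with the filter before the fit and Bonferroni over all (dropping 250 of 641 and 42 of 79 calls of Table S1) and 18 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 18 for DEGs unique to Meishan with the pattern down then not called, and 2 was found here, which comes within the paper's value under no alternative set before the data were examined. The paper has 5 for DEGs unique to Meishan with the pattern not called then up, and 1 was found here, which comes within the paper's value as 5 with the filter before the fit and 4 with one fit over both breeds, and, chosen after seeing the values, as 7 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 109 for DEGs unique to Yorkshire with the pattern up then not called, and 25 was found here, which comes within the paper's value as 83 with one fit over both breeds, and, chosen after seeing the values, as 102 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 56 for DEGs unique to Yorkshire with the pattern up then down, and 1 was found here, which comes within the paper's value under no alternative set before the data were examined. The paper has 349 for DEGs unique to Yorkshire with the pattern down then not called, and 13 was found here, which comes within the paper's value under no alternative set before the data were examined, and, chosen after seeing the values, as 235 with one fit, the filter before the fit and Bonferroni over all (dropping 155 of 641 and 27 of 79 calls of Table S1). The paper has 22 for DEGs unique to Yorkshire with the pattern not called then up, and 1 was found here, which comes within the paper's value under no alternative set before the data were examined.

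For single genes the values are log2 fold changes, the paper's from its Tables S1 and S2. A value is taken as within the paper's where it has the same sign and differs by at most the residual SD of the probe set in the limma fit of the breed. Over all 689 entries of Table S1, the log2 fold changes in Meishan GD26 vs. GD15 correlated with those here at 0.999, 688 had the same direction and the median absolute difference was 0.0674. Of the 641 called by the paper in that step, 587 passed Benjamini-Hochberg here. In the comparisons named, BMP4, CPS1, APOA2 and C1QTNF3 lay under an intensity of 100 on all arrays of 1 of the groups, so their values are differences against background, and whether they differ from the paper's cannot be judged. The paper has −2.22 for the log2 fold change TRIM16 in Yorkshire GD26 vs. GD15, and −2.46 was found here, which comes within the paper's value as −2.24 with quantile normalization, −2.08 with median centring, −2.45 without Yorkshire GD15 replicate 2, −2.40 without Yorkshire GD15 replicate 3 and −2.24 without Yorkshire GD26 replicate 1, and, chosen after seeing the values, as −2.23 with quantile normalization past the filter (dropping 480 of 641 and 62 of 79 calls of Table S1). The paper has −1.60 for the log2 fold change PXN in Yorkshire GD26 vs. GD15, and −1.83 was found here, which comes within the paper's value as −1.60 with quantile normalization, −1.44 with median centring, −1.81 without Yorkshire GD15 replicate 2, −1.79 without Yorkshire GD15 replicate 3 and −1.66 without Yorkshire GD26 replicate 1, and, chosen after seeing the values, as −1.44 with cyclic loess (dropping 492 of 641 and 65 of 79 calls of Table S1) and −1.60 with quantile normalization past the filter (dropping 480 of 641 and 62 of 79 calls of Table S1). The paper has 1.30 for the log2 fold change PFN2 in Meishan GD50 vs. GD26, and 1.20 was found here, which comes within the paper's value as 1.23 with quantile normalization, 1.24 without Meishan GD26 replicate 2, 1.22 without Meishan GD26 replicate 3 and 1.26 without Meishan GD50 replicate 3, and, chosen after seeing the values, as 1.22 with cyclic loess (dropping 492 of 641 and 65 of 79 calls of Table S1) and 1.23 with quantile normalization past the filter (dropping 480 of 641 and 62 of 79 calls of Table S1). The paper has 4.46 for the log2 fold change HSD17B2 in Meishan GD26 vs. GD15, and 4.58 was found here, which comes within the paper's value as 4.51 without Meishan GD15 replicate 1, 4.57 without Meishan GD26 replicate 2, 4.56 without Meishan GD26 replicate 3 and 4.50 with the mean of probe sets, and, chosen after seeing the values, as 4.56 with cyclic loess (dropping 492 of 641 and 65 of 79 calls of Table S1). The paper has −2.76 for the log2 fold change BMP4 in Yorkshire GD26 vs. GD15, and −3.35 was found here, which comes within the paper's value as −3.08 with quantile normalization, −2.96 with median centring and −2.77 with a floor of 50, and, chosen after seeing the values, as −2.77 with cyclic loess (dropping 492 of 641 and 65 of 79 calls of Table S1) and −2.89 with quantile normalization past the filter (dropping 480 of 641 and 62 of 79 calls of Table S1). The paper has 5.76 for the log2 fold change CPS1 in Meishan GD26 vs. GD15, and 6.25 was found here, which comes within the paper's value as 6.00 with quantile normalization and 6.09 without Meishan GD26 replicate 1. The paper has −4.40 for the log2 fold change CPS1 in Meishan GD50 vs. GD26, and −4.97 was found here, which comes within the paper's value as −4.74 without Meishan GD50 replicate 2. The paper has 6.37 for the log2 fold change APOA2 in Meishan GD26 vs. GD15, and 6.66 was found here, which comes within the paper's value as 6.48 without Meishan GD26 replicate 3. The paper has −6.37 for the log2 fold change APOA2 in Meishan GD50 vs. GD26, and −6.66 was found here, which comes within the paper's value as −6.48 without Meishan GD26 replicate 3. The paper has −5.73 for the log2 fold change C1QTNF3 in Meishan GD26 vs. GD15, and −5.45 was found here, which comes within the paper's value as −5.61 without Meishan GD15 replicate 3, −5.50 without Meishan GD26 replicate 1 and −5.55 without Meishan GD26 replicate 3.

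The paper has MSX1 fall in Meishan alone, and here it also fell in Yorkshire (adjusted p = 0.0180), a call not made after median centring, quantile normalization or cyclic loess, nor without Yorkshire GD15 replicate 2 or GD26 replicate 3, and its breed difference was called (adjusted p = 8.71e-04). The paper has CDH1 rise in Yorkshire by GD26, and here it was not called there (adjusted p = 0.119) on its brightest probe set, while it rose in Meishan (adjusted p = 0.00216), and with the mean of its probe sets it rose in Yorkshire too (adjusted p = 1.27e-05). STC1, ITGB3 and IGFBP3 are described as short of significance on the arrays. The paper's Table S2 nevertheless lists STC1, and its Table S1 lists ITGB3 and IGFBP3. Here STC1 (adjusted p = 0.00149) and IGFBP3 (adjusted p = 3.74e-05) passed Benjamini-Hochberg in Meishan GD26 vs. GD15. ITGB3 (adjusted p = 0.00205) passed it in Yorkshire GD26 vs. GD15. ITGB3 also had a breed difference (adjusted p = 0.00112), while the paper has it as common. For MSX1, STC1, ITGB3 and IGFBP3 the paper also reports RT-PCR results that go with its patterns, and these were not analysed here. IGFBP3 was a DEG in GD26 vs. GD15 in both breeds. PCNA is placed among the genes unique to Meishan, and here it also rose in Yorkshire (adjusted p = 0.0205), a call not made without Yorkshire GD15 replicate 3, with a lower change there (adjusted p = 0.00286).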

Other observations

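Some genes induced by interferons rose in Meishan after GD26, and some fell in Yorkshire. OAS1, which makes the activator of an antiviral RNase, fell by GD26 in Meishan (log2 fold change −2.56, standard error 0.29, adjusted p = 6.45e-04) and Yorkshire (log2 fold change −2.16, standard error 0.44, adjusted p = 0.00537), then rose in Meishan (log2 fold change 1.88, standard error 0.29, adjusted p = 0.00818) and fell at least 3.99-fold (adjusted p = 0.00797) in Yorkshire. DDX58, a sensor of viral RNA, rose in Meishan by GD50 (log2 fold change 1.51, standard error 0.20, adjusted p = 0.00509), and IFIT2, which binds viral RNA, rose at least 1.96-fold (adjusted p = 0.00127). GBP1, a GTPase, fell by GD26 in Meishan (log2 fold change −2.65, standard error 0.54, adjusted p = 0.00730) and Yorkshire (log2 fold change −4.87, standard error 0.25, adjusted p = 1.71e-05). Of 22 interferon response genes, 1 rose and 9 fell in Meishan by GD26 (1 and 8 adjusted over the list alone; camera adjusted p = 0.0565, adjusted p = 0.715 with an estimated correlation) and 3 rose and 14 fell in Yorkshire (3 and 16 adjusted over the list alone; camera adjusted p = 0.0621, adjusted p = 0.307 with an estimated correlation). By GD50, 4 rose and 0 fell in Meishan (4 and 0 adjusted over the list alone; camera adjusted p = 0.00369, adjusted p = 0.749 with an estimated correlation), and 0 rose and 7 fell in Yorkshire (0 and 8 adjusted over the list alone; camera adjusted p = 0.0103, adjusted p = 0.242 with an estimated correlation). In the first step 6 members had a lower change in Yorkshire, against 2 lower and 1 higher after median centring.

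HSP70.2 and DNAJB1 rose and fell back in Yorkshire. HSP70.2, a heat-inducible chaperone, rose by GD26 in Yorkshire (log2 fold change 2.27, standard error 0.16, adjusted p = 5.38e-05) and fell by GD50 (log2 fold change −2.09, standard error 0.16, adjusted p = 8.73e-04), with a breed difference in both steps (2.42 and −2.45), and its cochaperone DNAJB1 rose (log2 fold change 1.32, standard error 0.17, adjusted p = 7.75e-04) and fell (log2 fold change −1.49, standard error 0.17, adjusted p = 0.00348). Of 18 stress and early response genes, 4 rose and 5 fell in Meishan by GD26 (5 and 5 adjusted over the list alone; camera adjusted p = 0.775, adjusted p = 0.890 with an estimated correlation) and 9 rose and 4 fell in Yorkshire (9 and 4 adjusted over the list alone; camera adjusted p = 0.0501, adjusted p = 0.296 with an estimated correlation). By GD50, 1 rose and 3 fell in Meishan (1 and 3 adjusted over the list alone; camera adjusted p = 0.540, adjusted p = 0.749 with an estimated correlation), and 0 rose and 7 fell in Yorkshire (1 and 10 adjusted over the list alone; camera adjusted p = 0.00650, adjusted p = 0.211 with an estimated correlation). SLC1A5, a glutamine transporter, rose by GD26 in Meishan (log2 fold change 2.05, standard error 0.13, adjusted p = 7.36e-05) and Yorkshire (log2 fold change 2.26, standard error 0.25, adjusted p = 3.85e-04), SLC3A1, a subunit of a cystine transporter, rose at least 11.1-fold (adjusted p = 2.51e-04) in Meishan and at least 14.3-fold (adjusted p = 1.12e-05) in Yorkshire, and the glucose transporter SLC5A1 fell at least 8.15-fold (adjusted p = 9.64e-05) in Meishan and at least 7.57-fold (adjusted p = 1.17e-04) in Yorkshire. S100G, a calcium carrier, rose by GD50 in Meishan (log2 fold change 1.19, standard error 0.21, adjusted p = 0.0128) and Yorkshire (log2 fold change 2.58, standard error 0.20, adjusted p = 9.95e-04). Of 19 nutrient and ion transport genes, 7 rose and 7 fell in Meishan by GD26 (7 and 7 adjusted over the list alone; camera adjusted p = 0.948, adjusted p = 0.951 with an estimated correlation, with a median of 0.02 and a mean of −0.07) and 7 rose and 8 fell in Yorkshire (7 and 8 adjusted over the list alone; camera adjusted p = 0.148, adjusted p = 0.307 with an estimated correlation), the latter 8 and 6 after median centring. By GD50, 3 rose and 5 fell in Meishan (4 and 5 adjusted over the list alone; camera adjusted p = 0.978, adjusted p = 0.989 with an estimated correlation, with a median of −0.10 and a mean of 0.07), and 1 rose and 4 fell in Yorkshire (4 and 5 adjusted over the list alone; camera adjusted p = 0.952, adjusted p = 0.957 with an estimated correlation, upward in the test with a median of −0.17).

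Among immune markers, LAPTM5, a lysosomal protein of white blood cells, rose by GD26 in Meishan (log2 fold change 2.62, standard error 0.33, adjusted p = 0.00101) and Yorkshire (log2 fold change 0.88, standard error 0.15, adjusted p = 0.00223), and JCHAIN, which joins antibody chains, fell at least 10.4-fold (adjusted p = 1.29e-05) in Meishan and at least 5.56-fold (adjusted p = 1.44e-04) in Yorkshire. Of 10 genes of monocytes, macrophages and granulocytes, 3 rose and 1 fell in Meishan by GD26 (camera adjusted p = 0.268, adjusted p = 0.715 with an estimated correlation) and 4 rose and 5 fell in Yorkshire (camera adjusted p = 0.859, adjusted p = 0.974 with an estimated correlation), with a median of −0.63 where the test points upward, and with 3 in place of the 5 after median centring. By GD50, 1 rose and 1 fell in Meishan (camera adjusted p = 0.761, adjusted p = 0.989 with an estimated correlation), and 2 rose and 0 fell in Yorkshire (camera adjusted p = 0.0203, adjusted p = 0.432 with an estimated correlation), and these 4 pairs of counts are unchanged over the list alone. Of 2 T and NK cell genes, 1 fell in Yorkshire by GD26 (2 over the list alone), and of 2 B and plasma cell genes 1 fell in Meishan by GD26 (2 over the list alone) and 2 in Yorkshire, and in GD50 vs. GD26 0 were called by limma in either list (2 B and plasma cell genes in Yorkshire over the list alone). Of 3 genes of fetal blood and yolk sac, 2 fell in Meishan and 3 in Yorkshire by GD26, the latter 1 after median centring or cyclic loess, and by GD50 1 rose and 1 fell in Meishan and 1 rose in Yorkshire (1 fell as well over the list alone). GRB10, an imprinted adaptor that restrains growth, rose by GD26 in Meishan (log2 fold change 0.90, standard error 0.06, adjusted p = 8.29e-05), and of 4 imprinted and fetal growth genes 3 rose in each breed by GD26 and 1 rose in Meishan by GD50, unchanged over the list alone.

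Of 14 housekeeping genes, 4 rose and 4 fell in Meishan by GD26 (camera adjusted p = 0.641, adjusted p = 0.715 with an estimated correlation) and 5 rose and 4 fell in Yorkshire (camera adjusted p = 0.384, adjusted p = 0.432 with an estimated correlation), the latter 6 and 1 after median centring, with a median of −0.08 and a mean of 0.02. By GD50, 0 rose and 2 fell in each breed (camera adjusted p = 0.194, adjusted p = 0.603 with an estimated correlation in Meishan; camera adjusted p = 0.643, adjusted p = 0.698 with an estimated correlation in Yorkshire), unchanged over the list alone. PGK1, a glycolytic enzyme, rose by GD26 in Meishan (log2 fold change 0.79, standard error 0.09, adjusted p = 8.75e-04) and Yorkshire (log2 fold change 0.86, standard error 0.07, adjusted p = 1.04e-04). Of the 5 steroid hormone enzymes that the paper names, 4 carry the same name in the annotation, of which 4 rose in each breed by GD26 and 2 fell in each by GD50. CYP3A7, annotated as another pig gene, also rose and then fell in each breed, and none of this is independent evidence since the paper chose the genes.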
